# Genome-wide analysis of the endoplasmic reticulum stress response during lignocellulase production in *Neurospora crassa*

**DOI:** 10.1186/s13068-015-0248-5

**Published:** 2015-04-14

**Authors:** Feiyu Fan, Guoli Ma, Jingen Li, Qian Liu, Johan Philipp Benz, Chaoguang Tian, Yanhe Ma

**Keywords:** ER stress, UPR, Transcription factor, Lignocellulase secretion, RNA-seq, RESS

## Abstract

**Background:**

Lignocellulolytic fungal cells suffer endoplasmic reticulum (ER) stress during lignocellulase synthesis; however, an understanding of this integrated process on a genome-wide scale remains poor. Here, we undertook a systematic investigation of this process in *Neurospora crassa* (*N. crassa*) using transcriptomic analysis coupled with genetic screens*.*

**Results:**

A set of 766 genes was identified as the ER stress response targets (ESRTs) in *N. crassa* under cellulose utilization conditions. Among these, the expression of 223 and 186 genes showed dependence on IRE-1 and HAC-1, respectively. A total of 527 available mutants for ESRT genes were screened, 249 of which exhibited ER stress susceptibility, including 100 genes with unknown function. Disruption of *ire-1* or *hac-1* in *N. crassa* did not affect transcriptional induction of lignocellulase genes by cellulose but severely affected secretion of the corresponding enzymes. A global investigation of transcription factors (TFs) discovered three novel regulators (RES-1, RES-2, RRG-2) involved in lignocellulase secretion. Production of lignocellulases in *Δres-1* increased by more than 30% in comparison to wild type (WT), while secretion decreased by nearly 30% in strains *Δres-2* and *Δrrg-2*. Transcriptional profiling of the three TF mutants suggests they are deeply involved in lignocellulase secretion and ER stress response.

**Conclusions:**

Here, we determined the transcriptional scope of the ER stress response during lignocellulase synthesis in the model cellulolytic fungus *N. crassa.* Through genome-wide mutant screening and analysis, dozens of novel genes were discovered to be involved in the process. The findings of this work will be useful for strain improvement to facilitate lignocellulase and biomass-based chemical production.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-015-0248-5) contains supplementary material, which is available to authorized users.

## Background

Saprophytic fungi evolved a highly efficient capability to secrete enzymes into their extracellular matrix to synergistically depolymerize biomass. This natural property has been exploited for lignocellulase production in industry [1]. Although *Trichoderma reesei* (*Hypocrea jecorina*) and *Aspergillus spp.* have been successfully developed as systems for lignocellulase production, a clear genetic basis underpinning the requirements of effective secretion has not yet been elucidated [2]. Early electron microscopy analysis revealed that endoplasmic reticulum (ER) proliferation occurred in the *T. reesei* hyper-secretion mutant RUT-C30 compared with its parental strain, QM6a [3,4]. Further characterization of the RUT-C30 strain revealed the transcript levels of ER-resident chaperone genes, such as *pdi1* and *bip1*, were induced in response to increased production of cellulase proteins [5]. These data suggested that the intracellular secretory pathway tightly regulates lignocellulase secretion in particular components of the ER.

The ER acts as the central hub where membrane and secretory proteins are properly folded and matured. When the ER encounters high protein flux or intractable heterologous proteins, its folding capacity could be transiently saturated, thus leading to a secretory pathway traffic jam and causing ER stress [6,7]. Cells activate multiple pathways to respond to ER stress, one of the best characterized being the unfolded protein response (UPR). In *Saccharomyces cerevisiae* and filamentous fungi, the UPR mainly depends on an evolutionarily conserved signaling cascade which is mediated by ER-resident transmembrane kinase/endoribonuclease IRE1 (Inositol-requiring enzyme-1) and the basic-leucine zipper (bZIP) transcription factor HAC1 (homologous to ATF/CREB1) [8]. Although several aspects of ER stress response and the UPR have been intensively unraveled using the *S. cerevisiae* model, filamentous fungi are capable of much higher protein production levels, suggesting different or additional response mechanisms might exist between the two systems. For instance, filamentous fungi utilize a feedback mechanism termed repression under secretion stress (RESS) [9-11] which selectively down-regulates transcription of genes encoding extracellular enzymes upon ER stress and thus helps to reduce ER load. However, the detailed mechanism behind RESS is not clear at the moment.

The Ascomycete *Neurospora crassa* is a common inhabitant of burnt plant material in nature and has recently become a model system to address lignocellulose deconstruction and utilization [12,13]. Previous transcriptome profiling of *N. crassa* grown on *Miscanthus* and cellulose revealed that the expression of most lignocellulase genes is significantly induced at early time points (16 h) but rapidly declines thereafter [14], implying RESS exists in *N. crassa* and might be a limiting step of lignocellulase synthesis. Moreover, recent work reported *hac-1* activation by unconventional mRNA splicing when *N. crassa* was grown on cellulose [15], suggesting the UPR cascade is needed to coordinate the increased lignocellulase flux and the cellular folding capacity. *N. crassa* has the unique advantage of a nearly complete genome deletion strain collection [16], which makes it an ideal resource for a systematic study of the ER stress response and lignocellulase synthesis. To our knowledge, studies on the cross-talk of these two processes have not been performed so far.

In this work, by using high-throughput mRNA sequencing technology (RNA-Seq) coupled to genetic screens, we explored the connection between fungal lignocellulase secretion and ER stress on a genome-wide level. We thus defined the regulon of the ER stress response and identified dozens of genes as well as three novel transcription factors: RES-1 (NCU03699), RES-2 (NCU02724), and RRG-2 (NCU02413) to be involved in this integrated process.

## Results

### The experimental design setup for the analysis of mild and acute ER stress during cellulase production in *N. crassa*

To trigger ER stress while eliminating any non-specific drug response noise, the *N. crassa* wild-type (WT; FGSC#2489, *Mat A)* was treated with two kinds of ER stress-causing agents: either dithiothreitol (DTT; prevents disulfide bond formation,) or tunicamycin (TM; inhibits *N*-linked glycosylation). Cells can dynamically activate distinct physiological processes, such as adaptation, alarm, or apoptosis, depending on the ER stress intensity [7,17]. In order to maximize the detection of targets which contribute to ER stress resistance and minimize apoptotic effects, three experiments were initially employed to determine the appropriate treatment (Figure 1). When the sensitivity of *N. crassa* WT to DTT and TM was measured using concentration gradients (Figure 1A), we observed a range of growth phenotypes from mild inhibition at low concentrations (1 to 3 mM DTT or 0.5 to 10 μg/mL TM), to significant impairment at moderate concentrations (5 to 11 mM DTT or 20 to 80 μg/mL TM) and complete inability to grow when the conidia were exposed to 13 mM DTT or 120 μg/mL TM, respectively. We considered these results to reflect lethal, acute, and mild stress levels. We next checked the IRE-1-mediated mRNA splicing of the unfolded protein response marker *hac-1* [15] by treating *N. crassa* cells with a similar concentration gradient of either DTT or TM during growth on cellulose. The results shown in Figure 1B suggest that a treatment with 0.1 mM DTT or 5 μg/mL TM is sufficient to achieve mild stress levels. Finally, to determine the impact of distinct stress levels on lignocellulase synthesis, we measured the expression levels of two well-known UPR maker genes, *grp-78* (NCU03928) and *pdi-1* (NCU09223), as well as two major cellobiohydrolase genes, *cbh-1* (NCU07340) and *cbh-2*(NCU09680), by quantitative PCR (qPCR) (Figure 1C). We found the folding machinery to be activated at all tested stress levels, while *cbh-1* and *cbh-2* were dramatically down-regulated at concentrations exceeding 0.1 mM DTT or 5 μg/mL TM, respectively, suggesting an induction of RESS to render cells more resistant against acute ER stress. Thus, based on growth phenotype, the splicing pattern of *hac-1* mRNA and RESS mediated down-regulation of cellulase genes, four stress conditions were finally chosen for further analysis: mild ER stress by treatment with 0.1 mM DTT or 5 μg/mL TM; and acute ER stress by treatment with 5 mM DTT or 40 μg/mL TM.

**Figure 1:**
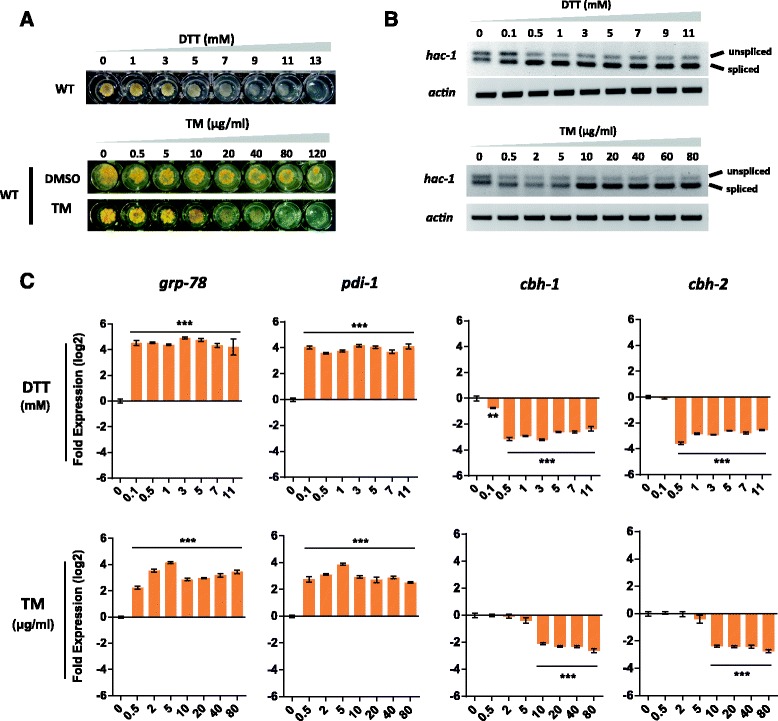
Defining applicable ER stress stimulation conditions. ER stress was induced by incubating *N. crassa* in the presence of concentration gradients of dithiothreitol (DTT) or tunicamycin (TM), and several criteria were used to define ER stress levels, including (**A**) sensitivity of growth to the drugs. WT conidia were inoculated onto solid GFS agar in a multi-well plate containing the indicated concentrations of DTT or TM and incubated at 25°C for 3 days. (**B**) Monitoring *hac-1* non-canonical splicing using semi-quantitative RT-PCR. WT conidia were inoculated into Vogel’s medium with Avicel as carbon source for 36 h, then either DTT or TM was added at different concentrations as indicated for an extra 1 h before harvesting. The product sizes representing *hac-1* spliced and un-spliced forms were 201 bp and 224 bp, respectively. The gene *actin* (NCU04173) was used as a loading control. (**C**) Monitoring UPR and RESS activation by qPCR. Culture conditions were as in (**B**). The data are normalized to expression on mock = 1 and re-calculated to log_2_-fold (standard error of the mean (SEM), *n* = 3). The asterisk indicates a significant difference from mock (**P < 0.01, ***P < 0.001) via one-way ANOVA.

### Defining the ER stress response targets in wild-type *N. crassa* during cellulase production

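The WT strain was grown directly on Avicel, a crystalline cellulose, for 36 h and then exposed for 1 h to no drug, to 0.1 mM or 5 mM DTT, or to 5 or 40 μg/mL TM. DTT reduces disulfide bonds and TM blocks N-glycosylation, so both disturb protein folding in the ER. RNA of 2 biological replicates was mixed for each condition, and 1 single-end library of 49-nt reads was sequenced per condition, so that the files hold 5 libraries for these comparisons and none of the differences between them has a replicate check of its own. The authors aligned the reads to the OR74A v12 genome with TopHat2, counted reads per gene with HTSeq-count, and deposited for each of 9730 genes the raw count and the RPKM (the count divided by the exon length and by the total of counted reads). Between 20849925 and 22452108 reads per library were counted on genes, with a median of 21992439, so a gene without reads lies below 1.44e-05% of the counts (3 counts of the total) in every one of them. The log2 ratio is that of the RPKM with the drug to the RPKM without it, with a count of 0 replaced by 0.5, and the 95% interval beside it is the exact binomial (Clopper-Pearson) interval of the paired counts, which holds counting noise only. Genes with altered expression were called by the NOISeq procedure for libraries without replicates, rewritten from its description, with the paper's thresholds of a Q value of at least 0.95 and an RPKM of at least 20 in either library. A second WT library without drug and a second with 5 mM DTT, sequenced as paired-end reads, give the only measure of spread between replicates. Across 3985 genes, the log2 ratio for 5 mM DTT differed between the replicate pairs with a standard deviation of 0.550 per ratio.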

Comparative analyses of the transcriptional profiling data of WT under four ER stress conditions (mild ER stress and acute ER stress by treatment with DTT or TM as described above) *versus* the no drug condition were performed. Of the 9,730 annotated genes in the *N. crassa* genome, we detected 1,322 (13.59%), 1,349 (13.86%), 1,810 (18.60%), and 1,882 (19.34%) genes with altered expression which determined by NOISeq (for detail of cut-off, see the ‘Materials and methods’ section) for each of the four conditions, respectively (Additional file 1: Table S1 p1 and Additional file 2: Table S2 p1-4). 

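Under mild ER stress, 1338 genes (13.75% of 9730) had altered expression with 0.1 mM DTT, 705 up and 633 down, and 1334 (13.71%) with 5 μg/mL TM, 753 up and 581 down. Under acute ER stress the numbers were 1808 (18.58%) with 5 mM DTT, 988 up and 820 down, and 1862 (19.14%) with 40 μg/mL TM, 961 up and 901 down. The largest log2 ratios of called genes with 0.1 mM DTT were NCU03788 at 7.16 (8910 against 67 counts), NCU02301 at 5.88 (273 against 5 counts), NCU03789 at 5.77 (2175 against 43 counts), and the lowest were NCU00963 at -4.38 (154 against 3446 counts), NCU08898 at -4.31 (256 against 5481 counts), NCU00859 at -4.31 (134 against 2863 counts). With 5 μg/mL TM they reached 6.22 for NCU09491 and -4.62 for NCU00830. Under 5 mM DTT the extremes were 9.94 for NCU11364 (971 against 1 counts) and -7.29 for NCU04433 (39 against 6151 counts), and with 40 μg/mL TM 9.09 for NCU07770 and -4.98 for NCU06143. The same criterion called 313 genes between the 2 WT libraries without drug and 712 between the 2 WT libraries with 5 mM DTT, which differ in culture and in read type but not in condition. An edgeR exact test that uses the dispersion of the WT replicate libraries (Benjamini-Hochberg adjusted p under 0.05, same RPKM minimum) moved the counts most, to 62, 59, 394 and 314 genes in the same order. That dispersion includes the difference between read types, which could make this test stricter than variation between like libraries would, here and wherever it is used below.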

The global regulation patterns during mild and acute ER stresses were graphed separately (Figure 2A). 

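The log2 ratios under 0.1 mM DTT and 5 μg/mL TM had a Pearson r of 0.855 and a Spearman rho of 0.874 across the 4230 genes with an RPKM of at least 20 in a library. For 5 mM DTT and 40 μg/mL TM the r was 0.609 and the rho 0.637 across 4421 genes. These are correlations across genes, which are not independent replicates, and all 4 ratios divide by the same no drug library. Replacing that library by the paired-end no drug library as the control of 0.1 mM DTT alone, an alternative chosen after seeing the data, lowered the mild r to 0.643. Among the genes called, 52.7% were up-regulated with 0.1 mM DTT, 56.4% with 5 μg/mL TM, 54.6% with 5 mM DTT and 51.6% with 40 μg/mL TM. With edgeR's TMM effective library sizes these shares were 35.3%, 32.1%, 52.0% and 51.2%. The majority direction under mild stress thus depended on the normalization.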

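Of the genes called in the 5 single-end WT libraries, 481 were up-regulated by both 0.1 mM DTT and 5 μg/mL TM and 484 by both 5 mM DTT and 40 μg/mL TM. Their union held 761 genes (7.82% of 9730), with 277 under mild stress only, 280 under acute stress only and 204 under both. The paper's own list in Table S3 holds 766 genes, of which 756 are among these, and 5 genes called here are not in it. A gene that passed the threshold with both drugs at one dose and missed it with either drug at the other is counted in the mild-only or acute-only group. The edgeR exact test with the replicate dispersion left 66 ESRTs, the lowest count of any alternative. The mild-only group depended on the normalization, with 137 genes under TMM effective library sizes and 134 under DESeq2 size factors. From the requirement that both agents raise a gene, the paper reasons that the response is due to ER stress and not to effects of one drug.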

Elevated expression levels in a subset of 766 (7.87%) genes induced by both DTT and TM at either mild or acute ER stress levels were deemed to be the result of true ER stress rather than non-specific effects and therefore defined as the ER stress response targets (ESRTs: 277 mild-specific targets, 285 acute-specific targets, and 204 genes generally up-regulated under both types of stress) (Figure 2B, Additional file 3: Table S3 p1, p3). 

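Among genes of the UPR in the list of ESRTs, NCU03982 (grp-78, glucose-regulated protein) had log2 ratios of 4.24 (95% interval 4.22 to 4.26, 326901 against 18655 counts) with 0.1 mM DTT, 3.97 with 5 μg/mL TM, 4.31 with 5 mM DTT and 3.31 with 40 μg/mL TM. For NCU09223 (pdi-1, protein disulfide-isomerase) the ratios in this order were 3.64 (95% interval 3.61 to 3.67, 124289 against 10753 counts), 3.92, 3.93 and 2.74, for NCU09485 (LHS1 in S. cerevisiae) 3.99, 3.60, 4.22 and 3.31, and for NCU02074 (ERO1) 4.12, 3.47, 4.91 and 3.58. NCU01856 (hac-1) rose by 1.50 and 1.34 under mild stress and NCU02455 (FPR2) by 1.95 and 2.08. Neither was called with 5 mM DTT in the single-end pair, at 0.73 and 0.93. In the paired-end WT pair, with the thresholds for that read type, both were called up-regulated, at 1.10 and 1.74. With the single-end and paired-end WT libraries fitted together (2 per condition, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the log2 fold change for 5 mM DTT was 4.58 (standard error 0.61, adjusted p = 0.017) for grp-78, 4.15 (standard error 0.57, adjusted p = 0.017) for pdi-1, 4.42 (standard error 0.63, adjusted p = 0.018) for LHS1, 4.93 (standard error 0.51, adjusted p = 0.016) for ERO1 and 1.01 (standard error 0.53, adjusted p = 0.22) for hac-1. With the replicate as a block in edgeR's model the values were 4.58 (adjusted p = 0.0018), 4.14 (adjusted p = 0.0018), 4.50 (adjusted p = 0.0017), 4.92 (adjusted p = 0.0015) and 0.94 (adjusted p = 0.053). The paper names the replicate libraries of each condition but does not pair them across treatments, so this block is the read type. Deviations from the condition's mean correlated by 0.643 across genes within a read type. For FPR2, taking the paired-end pair in place of the single-end pair gave the largest shift of these genes under 5 mM DTT, to 1.74. From their membership, the paper takes the ESRT dataset to include well-established UPR targets.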

Several well-established UPR targets [18] were found to be included in our ESRT dataset (Figure 2A). This result was confirmed by qPCR assays using independent biological samples, showing consistency with the RNA-seq data (Additional file 4: Figure S1). Furthermore, we also collected 759 (7.80%) genes (Figure 2B) with decreased abundance upon ER stress (Figure 2B and Additional file 3: Table S3 p4, p6). 

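Genes down-regulated by both agents numbered 758 (7.79% of 9730): 187 under mild stress only, 274 under acute stress only and 297 under both. They come from the 633, 581, 820 and 901 genes down-regulated with 0.1 mM DTT, 5 μg/mL TM, 5 mM DTT and 40 μg/mL TM. These sets use 1 single-end library per agent and dose, so a call in both agents is the only repeat they contain. Both calls share the no drug library. With the edgeR exact test and the dispersion of the replicate libraries, 53 genes remained.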

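Of the 61 lignocellulase loci legible in Fig. 6A, 23 were called down-regulated by both 5 mM DTT and 40 μg/mL TM, 19 of them in the cellulase and hemicellulase clusters, and 3 by both agents under mild stress. Of the 23, 20 were down under acute and not under mild stress. Taken alone, 5 mM DTT lowered 38 of the 61 and 40 μg/mL TM 25. The median log2 ratio over the loci was 0.09 with 0.1 mM DTT, 0.38 with 5 μg/mL TM, -2.31 with 5 mM DTT and -0.85 with 40 μg/mL TM. Together the loci held 8.83% of all counts without drug (95% Wilson interval 8.81 to 8.84), 1.99% with 5 mM DTT (1.98 to 1.99) and 3.91% with 40 μg/mL TM (3.90 to 3.92). NCU07340 (cbh-1) changed by -0.44 and -0.58 under mild stress and by -2.45 (95% interval -2.46 to -2.44, 94248 against 521941 counts) and -1.31 under acute stress. For NCU09680 (cbh-2) the changes were -0.23 and -0.57 under mild and -2.27 (95% interval -2.28 to -2.26, 72904 against 355235 counts) and -1.78 under acute stress. Over the 4 WT libraries the log2 fold change for 5 mM DTT was -2.29 (standard error 0.58, adjusted p = 0.046) for cbh-1 and -1.83 (standard error 0.60, adjusted p = 0.088) for cbh-2 in edgeR's quasi-likelihood test, so only cbh-1 passed an adjusted p of 0.05. It no longer passed in any of edgeR's 4 fits that each left out 1 library, with adjusted p from 0.083 to 0.25. Taking the read type as a block (deviations correlated by 0.643 within a read type), edgeR gave -2.25 (adjusted p = 0.0071) and -1.74 (adjusted p = 0.024). Among the 4421 genes with an RPKM of at least 20 in a library, 48.9% of the 47 lignocellulase loci and 12.5% of the other genes were down under acute stress (Fisher's exact test, odds ratio 6.69, p = 1.85e-09, treating genes as independent, which they are not). Only 2 of the 61 loci were down under both agents in the edgeR exact test, the alternative furthest from this count. From the fall of these transcripts, the paper infers that transcript pools need a rapid correction to tolerate acute stress.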

Including cellobiohydrolase-1 (*cbh-1,* NCU07340) and cellobiohydrolase-2 (*cbh-2,* NCU09680), a total of 23 major lignocellulase genes were found to belong to this dataset and be specifically down-regulated under acute ER stress (Figure 2A and Additional file 3: Table S3 p7), implying that a rapid correction of intracellular transcript pools is needed to tolerate acute stress.

**Figure 2:**
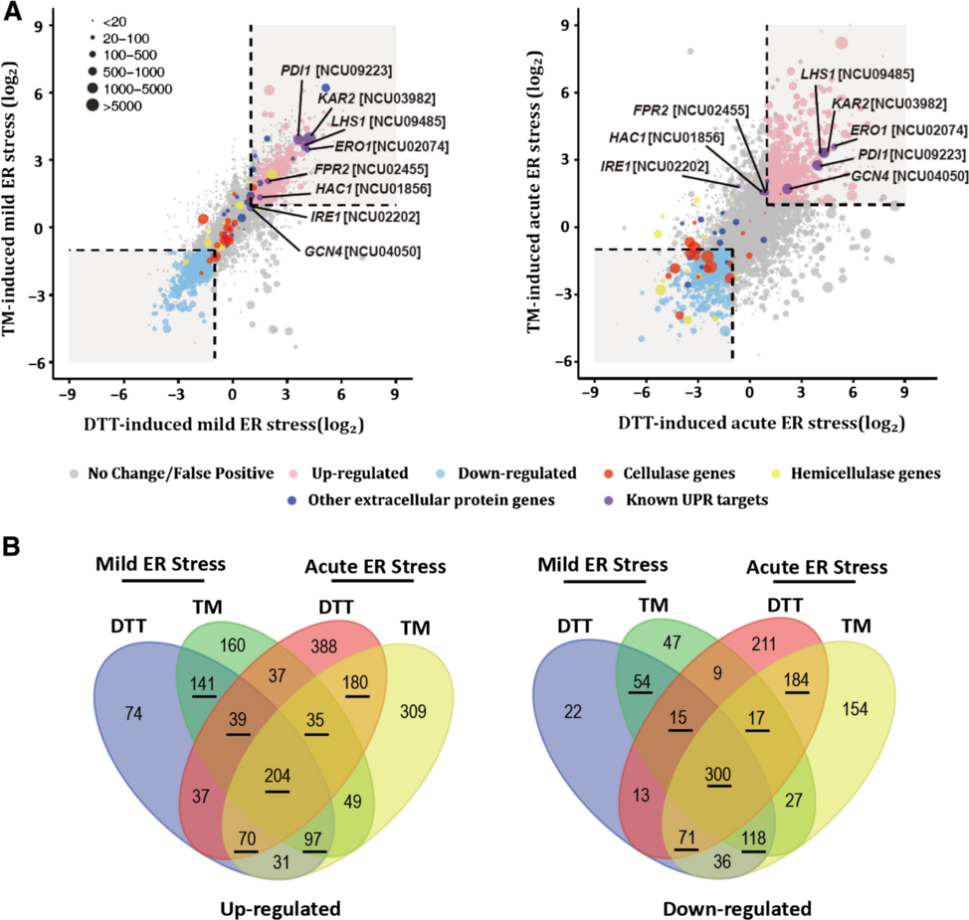
Panorama of ER stress response in *N. crassa.* (**A**) The pattern of intensity-dependent ER stress response (left: mild stress induced by 0.1 mM DTT or 5 μg/mL TM; right: acute stress induced by 5 mM DTT or 40 μg/mL TM) was plotted by calculating the log_2_ normalized fold changes in wild-type cells treated with DTT or TM *versus* the mock treatment. Each point represents a transcript with a detected expression level. Points filled with light-pink or light-blue represent genes expression with increased or decreased abundance (*q* value ≥0.95) upon ER stress. Gray points represent genes with no differences in the expression or false positives (see the ‘Materials and methods’ section for detail). Cellulases (red points), hemicellulases (yellow points), and extracellular proteins (dark blue points) previously identified by LC-MS [14] are indicated to show the RESS. The black dotted line represents a manually defined threshold (|log_2_ ratio| = 1). The mean of *D* value (the difference of RPKM for each gene between two samples in each comparison) of two comparisons (DTT and TM) from NOISeq results were plotted and the size of dots reflects a given level of transcript abundance. The locations of eight known UPR targets in the diagram are indicated to demonstrate that UPR was elicited successfully. (**B**) Four-way Venn diagram pooling genes according to their expression response to the four different treatments. Marked (black bar) are the 766 ESRTs up-regulated by both DTT and TM at either mild or acute ER stress levels (left) and the 759 down-regulated targets upon ER stress (right).

Further functional categorization of 462 (60.31%) annotated genes of the 766 ESRTs using FunCat [19] in addition to manual classification based on Pfam domain annotations and BLAST hits showed most of them were linked to protein secretion or the biogenesis of secretory organelles (Additional file 3: Table S3 p2, p3). 

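FunCat assigns genes to functional categories, and the members of a category are known here only as far as the supplementary tables list them among the paper's own ESRTs. Of the 152 readable loci that the paper's table gives for protein folding, modification and destination, 150 were among the 761 ESRTs called here. For transport facilities and transport routes the numbers were 163 and 161, and for cell growth and morphogenesis 37 and 36. These 3 lists are cut off in the readable table, so no test was run on them. Membrane lipid metabolism is complete, with 19 members among the ESRTs of 138 genes in the category and 10813 annotated genes (one-sided Fisher's exact test, p = 0.0036). After Benjamini-Hochberg adjustment over the 373 categories tested, its p was 0.061. Category counts among all ESRTs were not recomputed under other settings, but the set they draw on shrank furthest, to 66 genes, in the edgeR exact test with the replicate dispersion. The paper reads these categories as the overrepresented functions of the ESRTs.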

Overrepresented categories found were for example as follows: protein folding, modification, destination (155 genes, *P* = 1.49e-07), membrane lipid metabolism (19 genes, *P* = 3.89e-03), transport facilities and transport routes (166 genes, *P* = 1.86e-09), as well as cell growth/morphogenesis (41 genes, *P* = 4.52e-03). Extending previous observations, the expression pattern of certain functional gene groups were found to depend on stress intensity. For example, genes encoding members of the p24 family (for example, NCU01342 [*ERV25* in *S. cerevisiae*], NCU03800 [*ERP3*], and NCU04003 [*ERP1*]), which are involved in ER to Golgi transport, were specifically up-regulated upon mild stress levels. 

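All 3 p24 genes were up-regulated by both agents under mild stress and by neither pair of agents under acute stress. In the order 0.1 mM DTT, 5 μg/mL TM, 5 mM DTT and 40 μg/mL TM, the log2 ratios were 1.59, 1.40, 0.87 and 1.18 for NCU01342 (ERV25), 1.21, 1.32, 0.11 and 0.65 for NCU03800 (ERP3) and 1.63, 1.54, 1.05 and 0.97 for NCU04003 (ERP1). ERP1 had 8205 against 2853 counts with and without 0.1 mM DTT (95% interval of the log2 ratio 1.57 to 1.69) and 5826 against 2853 with and without 5 mM DTT (0.98 to 1.11). Both DTT ratios divide by the same no drug library, so the gap between them is itself a log2 ratio of a single pair of libraries. For all 3 genes it exceeds the replicate standard deviation of 0.550 per log2 ratio. For ERP1 and ERV25 it does so by less than 1 such deviation. The paired-end WT pair gave 1.64 for ERP1 and 0.78 for ERP3 with 5 mM DTT, and with counts of 0 set to 0.1 none of the genes (0) stayed specific to mild stress. With TMM effective library sizes or DESeq2 size factors only 1 did. The paper gives the p24 family as an example of genes specific to mild stress.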

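Table S3 lists 17 genes of COPII vesicle transport, all of which were ESRTs here. 13 were up-regulated under both mild and acute stress, 2 under mild stress only and 2 under acute stress only. Their log2 ratios ran from 0.96 to 3.27 with 0.1 mM DTT, from 1.02 to 3.10 with 5 μg/mL TM, from 0.49 to 3.30 with 5 mM DTT and from 1.15 to 2.64 with 40 μg/mL TM, each from 1 library per condition. The 2 genes of the mild group, NCU08607 and NCU11181, had ratios of 2.16 and 1.27 with 40 μg/mL TM but 0.49 and 0.78 with 5 mM DTT. Under the edgeR exact test, whose replicate dispersion includes the difference between read types, 0 of the 17 were up-regulated under both stresses. On this breadth the paper rests its contrast with the p24 family, that most COPII components rise at any stress level.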

In contrast, genes encoding most components of COPII transport vesicles involved in ER to Golgi transport were generally up-regulated under any stress levels. In addition, the expression levels of half of the genes engaged in *N*-linked or *O*-linked glycosylation (13 of 26) were enhanced solely under mild stress conditions whereas most genes related to phospholipid metabolism (9 of 13) were only up-regulated upon acute stress intensity (Additional file 3: Table S3 p3). 

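Of the 26 listed glycosylation genes, 13 were up-regulated under mild stress only, 11 under both stresses and 2 under acute stress only. The mild-only group includes NCU03995, with log2 ratios of 2.07 and 2.10 under 0.1 mM DTT and 5 μg/mL TM, 2.29 under 40 μg/mL TM and -0.0046 under 5 mM DTT, and NCU07404, with 1.65, 1.64, 0.12 and 0.26 in the same order. NCU03995 is thus in the mild-only group through 5 mM DTT alone. Of the 13 phospholipid metabolism genes, 9 were up-regulated under acute stress only, 3 under mild stress only and 1 under both. The acute-only group includes NCU01330, with 0.47 and 0.39 under mild and 2.83 and 1.70 under acute stress by DTT and TM, and NCU06331, with 1.20 and 1.44 under mild and 1.46 and 1.90 under acute stress. No library here has a replicate except those without drug and with 5 mM DTT. When the paired-end WT pair stood in for acute DTT, 6 glycosylation genes remained specific to mild stress. The edgeR exact test moved both groups most, to 0 mild-only glycosylation genes and 0 acute-only phospholipid genes. The paper presents these groups among those whose expression depends on stress intensity.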

Furthermore, our ESRT dataset included several complete complexes within the secretory pathway, such as the SEC61 translocon complex (NCU08897 [*SEC61* in *S. cerevisiae*], NCU08379 [*SBH1/SBH2*], and NCU04127 [*SSS1*]), the SEC63 complex (NCU00169 [*SEC63*], NCU06333 [*SEC62*], NCU02681 [*SEC66*], and NCU07746 [*SEC72*]), as well as the SNARE complex involved in vesicle-mediated Golgi to ER retrograde trafficking (NCU06708 [*SEC22*], NCU00953 [*SEC20*], NCU07939 [*UFE1*], and NCU00184 [*USE1*]). 

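The SEC61 and SEC63 complexes have 7 listed genes, all called up-regulated by both agents under mild and under acute stress. NCU08897 (SEC61) had log2 ratios of 2.84, 2.59, 2.85 and 2.51 with 0.1 mM DTT, 5 μg/mL TM, 5 mM DTT and 40 μg/mL TM, from 52639 against 7927 counts for the first of these (95% interval 2.80 to 2.87). NCU08379 (SBH1/SBH2) had 2.62, 2.90, 2.64 and 2.32, NCU04127 (SSS1) 2.71, 2.77, 2.82 and 2.31 and NCU00169 (SEC63) 2.95, 2.84, 2.72 and 2.57. For NCU06333 (SEC62) the ratios were 2.96, 2.86, 2.81 and 2.57, for NCU02681 (SEC66) 2.91, 3.04, 2.66 and 2.96 and for NCU07746 (SEC72) 3.19, 3.41, 3.12 and 2.85. Of the SNARE genes, NCU06708 (SEC22), NCU00953 (SEC20) and NCU07939 (UFE1) were up-regulated under both stresses, with 5 mM DTT ratios of 2.97, 2.26 and 2.14. NCU00184 (USE1) was up-regulated by both agents only under mild stress, at 1.53 and 2.02. Its acute ratios were 2.05 with 5 mM DTT and 1.22 with 40 μg/mL TM. The smallest ratio of a translocation gene, 2.31 for SSS1 with 40 μg/mL TM, is several times the replicate standard deviation of 0.550. In the edgeR exact test none of the 7 translocation genes (0) passed in all 4 comparisons. The paper notes that these complexes of the secretory pathway lie completely within the ESRT dataset.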

Given that around 40% of genes in the *N. crassa* genome are without clear function, the ESRTs identified here will aid in detecting novel component function in secretory pathway of filamentous fungi.

### Genome-wide overview of the ESRT deletion mutants in *N. crassa*

To provide a basic understanding of the function of ESRT genes discovered by transcriptome analysis, we phenotypically screened 527 mutants of the total 766 ESRT targets (including 526 homokaryotic gene knock-out strains and one single-base-pair deletion mutant for *cpc-1* which results in a nonfunctional, truncated polypeptide of this amino acid regulator [20]) and 249 genes that appear to be pivotal for ER stress resistance in the WT (Figure 3) for their sensitivity to ER stress (Additional file 5: Table S4). Most mutants were able to survive in the presence of 1 mM DTT, except for strain *ΔNCU10762*. In *S. cerevisia*e, the homolog of NCU10762 is *ALG7*, which encodes the UDP-N-acetyl-glucosamine-1-P transferase (GPT) that transfers the first N-acetylglucosamine to dolichyl-phosphate in the first step of the dolichol pathway of *N*-linked protein glycosylation [21]. Moreover, we found another 248 genes whose deletion caused the *N. crassa* cells to become DTT-sensitive, with 44, 84, 82, and 38 of them sensitive to 3, 5, 7, and 9 mM DTT, respectively. As anticipated, many of these genes had roles in the secretory pathway, such as genes involved in protein translocation into the ER (for example, NCU02681 [*SEC66* in *S. cerevisiae*], NCU08379 [*SEC61*], protein folding (for example, NCU00813 [*MPD1*], NCU09485 [*LHS1*], NCU11102 [*SCJ1*], NCU00968 [*SIL1*]), ER-associated degradation (ERAD) (for example, NCU00146 [*DER1*], NCU01296 [*DER1*], NCU01268 [*UBC6*]), protein glycosylation (for example, NCU06386 [*ALG5*], NCU06166 [*KTR7*]), and protein trafficking (for example, NCU03819 [*SEC16*], NCU01342 [*ERV25*], NCU05514 [*YIP1*], NCU06708 [*SEC22*]). However, many mutants for genes with pivotal functions as unfolded protein response targets could not be assayed because they lacked homokaryotic mutants, such as *grp-78* (NCU03982) and *pdi-1* (NCU09223), as well as nearly half of the genes engaged in protein translocation, glycosylation, and trafficking (Additional file 3: Table S3 p3). It is likely that these genes are essential for cell viability.

**Figure 3:**
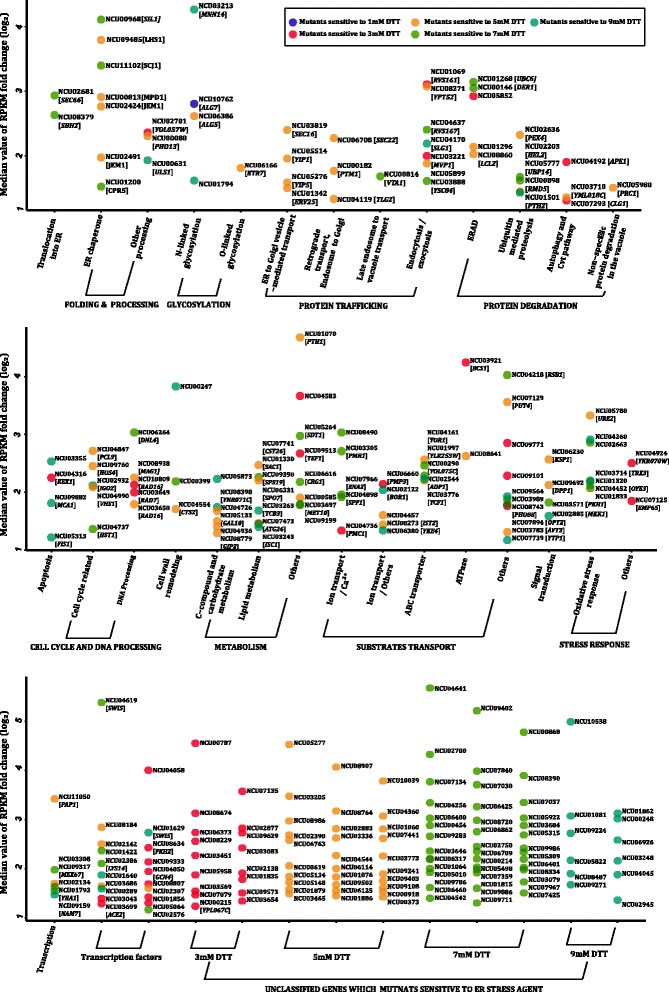
Expression induction and functional categorization of 249 *N. crassa* KO mutants which exhibited ER stress susceptibility. Each point on the scatter plot represents the median value of fold changes of WT on mild DTT, mild TM, acute DTT, and acute TM (log_2_ normalized, the full data see Additional file 3: Table S3, p3) and functional category of an ESRT gene whose KO mutants exhibited ER stress susceptibility. DTT-sensitive phenotypes are plotted using different colors, from strongest to weakest along a gradient of dark-purple (sensitive to 1 mM DTT), red (3 mM), orange (5 mM), green (7 mM) to cyan (9 mM).

Importantly, our screen provided functional data that 100 (13.05%) formerly unclassified genes could be directly or indirectly involved in ER stress. To test whether these ESRTs also contribute to cellulase secretion, we next checked the cellulase production of 18 mutants sensitive to 3 mM DTT and 31 mutants with sensitivity to 5 mM DTT in liquid batch culture. Deletion of five genes, namely NCU07135, NCU08986, NCU04360, NCU01886, and NCU00918, decreased cellulase secretion titers by more than 30% when compared with the WT (Additional file 4: Figure S2), suggesting the products of those five genes might function in the secretory pathway. The function of the other candidates remains unknown, although the DTT-sensitive phenotype suggests they might be involved in the ER stress response.

### Identification of ER stress response targets that are regulated by the canonical IRE-1/HAC-1 UPR pathway

As in *S. cerevisiae*, no clear homologs to ER stress sensors such as PKR-like ER kinase (PERK) and activating transcription factor-6 (ATF6) were found in *N. crassa*, implying the IRE-1 (encoded by NCU02202) and HAC-1 (NCU01856) mediated pathway might be the only route to trigger the UPR cascade. In comparison to the homologs from other species [22-24], the *N. crassa hac-1* mRNA contains an atypical intron (23 nt) [15] similar in size to higher eukaryotes, such as *Arabidopsis thaliana* (23 nt), *Drosophila melanogaster* (23 nt), and *Homo sapiens* (26 nt), rather than *S. cerevisiae* (252 nt) (Additional file 4: Figure S3A), revealing an intimate phylogenetic link between higher eukaryotes and filamentous fungi. To explore how the IRE-1/HAC-1 mediated UPR pathway affects ER stress response and lignocellulase production, a KO mutant for *hac-1* was constructed while *Δire-1* was purified by sexual crossing (Additional file 4: Figure S3B,C,D). Consistent with previous observations in *Aspergillus fumigatus* [25] and other eukaryotes [22,23], a loss of IRE-1 was sufficient to impair the unconventional splicing of *hac-1* mRNA in *N. crassa* (Additional file 4: Figure S3E). In comparison to their parental strains, both *Δire-1* and *Δhac-1* mutants showed a marked reduction (approximately 32%) in radial growth on solid minimal medium (Figure 4A). Deletion of either *ire-1* or *hac-1* did not visibly affect the width (approximately 5 μm) of the middle intercalary cell of conidia in *N. crassa* (Additional file 4: Figure S4A); however, during germination, huge vacuoles accumulated within young hyphae of both mutants, probably caused by a vesicle trafficking malfunction (Additional file 4: Figure S4B). In liquid batch culture using microcrystalline cellulose (Avicel) as the sole carbon source, more than 97% of both *Δire-1* and *Δhac-1* conidia failed to germinate (Figure 4B), suggesting UPR is a key factor for the cellulase secretion capacity of *N. crassa*.

**Figure 4:**
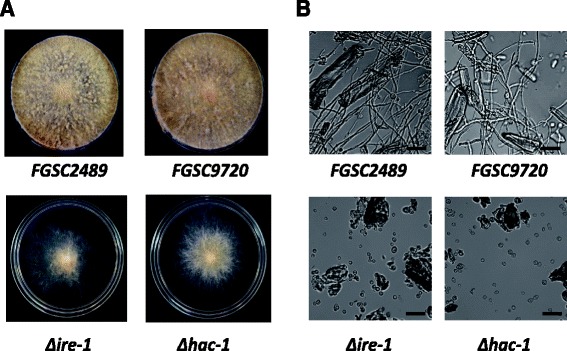
Deletion of *ire-1* and *hac-1* affects cell growth and causes cellulose utilization defects. (**A**) Comparison of radial growth phenotypes of *ire-1* and *hac-1* with their parental strain. Conidia (around 10^3^) were dotted on minimal medium (MM) plates, grown for 72 h at 25°C. (**B**) The conidia of *Δire-1* and *Δhac-1* mutants fail to germinate under cellulolytic induction conditions (presence of Avicel as sole C-source). Pictures were taken after 36 h of culture; the irregular blocks in the images represent Avicel particles. The black bar indicates a length of 20 μm.

We further explored which ESRTs were regulated by the UPR pathway through transcriptome profiling of both *Δire-1* and *Δhac-1* strains (Additional file 1: Table S1 p2 and Additional file 2: Table S2 p5-10). Because these strains are unable to use cellulose, sucrose pre-grown mycelia were used for the profiling analysis instead of directly inoculating cultures with conidia. 

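WT, Δire-1, FGSC9720 and Δhac-1 mycelia were pre-grown on sucrose for 16 h, transferred to Avicel for 4 h and kept without drug or with 5 mM DTT for 1 h. FGSC9720 is the parental strain of Δhac-1, and both received histidine. WT is the parent of Δire-1, which lacks the ER stress sensor IRE-1, and HAC-1 is the TF that IRE-1 activates. There are 8 libraries, 1 per strain and treatment, each from the mixed RNA of 2 biological replicates and read as single ends of 49 nt, so no difference between them has a replicate check. The authors deposited raw counts and RPKM as for the direct cultures, and between 20039854 and 20759372 reads per library were counted on genes, with a median of 20400600. A gene without reads lies below 1.50e-05% of the counts (3 counts of the total) in every library. With 5 mM DTT, 1738 genes had altered expression in WT (992 of them up), 1165 in Δire-1 (528 of them up), 1985 in FGSC9720 (746 of them up) and 1754 in Δhac-1 (782 of them up). Without drug, 500 genes differed between Δire-1 and WT and 197 between Δhac-1 and FGSC9720. Of all alternatives, the edgeR exact test with the dispersion of the WT direct culture replicates changed the strain counts most, to 421, 79, 664 and 295.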

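An ESRT was assigned to IRE-1 or HAC-1 when 5 mM DTT raised it in the parent but not in the mutant and when the D values (absolute RPKM differences) of the parent and the mutant differed at least 2-fold in either direction. This reading of the D value criterion was inferred from the order of Table S5. WT raised 414 of the 761 ESRTs and Δire-1 176, and 231 ESRTs met the rule for IRE-1, with a median log2 ratio of 1.94 in WT and 0.20 in Δire-1. FGSC9720 raised 353 and Δhac-1 227, and 186 met the rule for HAC-1, with medians of 2.20 and -0.08. The sets shared 161 genes. The lists in the paper's Table S5 hold 223 and 186 genes, of which 222 and 185 are in the sets here. The rule compares a call with a missing call. The difference between strains was not tested, and there is 1 library per strain and treatment. Counted with the edgeR exact test, the sets held 29 and 23 genes, further from the main counts than under any other setting.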

Bioinformatic analysis (Additional file 6: Supporting information) revealed that 223 and 186 genes out of the 766 ESRTs were regulated by IRE-1 and HAC-1, respectively (Additional file 7: Table S5 p5). As expected from previous observations in *S. cerevisiae* [18,26] and other model systems [11,25,27-29], the IRE-1/HAC-1 governed UPR regulon mainly functions to facilitate protein folding and to remodel the secretory pathway. Major enriched functional categories (FunCat) were protein folding and stabilization (*P* = 4.44e-06 for IRE-1, *P* = 3.72e-06 for HAC-1), glycosylation (*P* = 1.15e-11 for IRE-1, *P* = 7.07e-13 for HAC-1) as well as vesicular transport (Golgi network, etc.) (*P* = 6.35e-24 for IRE-1, *P* = 5.11e-22 for HAC-1). 

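Members of a category were read from the paper's list for each regulated set, so a gene found here and not there counts as outside every category. Among the 231 IRE-1-regulated ESRTs, a one-sided Fisher's exact test gave protein folding and stabilization 13 genes with p = 6.53e-06 (adjusted 1.40e-04), glycosylation 16 genes with p = 1.97e-11 (adjusted 1.01e-09) and vesicular transport 42 genes with p = 2.69e-23 (adjusted 3.46e-21). The adjustment is Benjamini-Hochberg over the 257 categories tested. For the 186 HAC-1-regulated ESRTs the same exact test gave these categories 12 genes with p = 3.72e-06 (adjusted 6.54e-05), 16 genes with p = 7.07e-13 (adjusted 2.90e-11) and 37 genes with p = 5.11e-22 (adjusted 6.29e-20), over 246 categories. The background was 10813 annotated genes, and genes of one pathway are not independent, so these p-values do not measure variation between cultures. That background was not limited to genes above the RPKM minimum. The sets share 222 and 185 genes with the paper's lists, so the tests largely repeat the paper's. With members read from the list of all ESRTs, protein folding and glycosylation kept these counts in both sets. The underlying sets fell to 29 and 23 genes under the edgeR exact test, fewer than the vesicular transport members given here. The paper describes these categories as the major functions of the genes under IRE-1 and HAC-1.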

Although *Δire-1* and *Δhac-*1 failed to grow on Avicel, lignocellulase genes were found to be induced to similar levels compared with their parental strains (Additional file 1: Table S1 p2), suggesting the UPR pathway does not directly regulate the induction of hydrolytic enzyme genes by cellulose. 

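After 4 h on Avicel without drug, the 61 lignocellulase loci of Fig. 6A held 23.77% (95% Wilson interval 23.75 to 23.79) of the counts in WT and 10.78% (95% Wilson interval 10.77 to 10.79) in Δire-1. The median log2 RPKM ratio of Δire-1 to WT over the loci was -0.86, with 27 loci called down-regulated and 4 up-regulated. In Δhac-1 the loci held 14.67% (95% Wilson interval 14.66 to 14.69) of the counts, in FGSC9720 13.16% (95% Wilson interval 13.14 to 13.17), with a median ratio of 0.15, 2 loci down and 1 up. NCU07340 (cbh-1) had a log2 ratio of -1.05 (95% interval -1.05 to -1.05, 653987 against 1351114 counts) in Δire-1, where it was not called, and 0.23 (95% interval 0.23 to 0.24, 848508 against 715496 counts) in Δhac-1. NCU09680 (cbh-2) had -1.14 and -0.05, and NCU00762 (gh5-1) -1.36 and 0.50. With 1 library per strain these differences have no replicate check, and the intervals hold counting noise only. The parents themselves differed, at 23.77% in WT and 13.16% in FGSC9720. The gap between Δire-1 and WT thus cannot be told from a high value of the WT library. All libraries are from Avicel, so levels and not induction were compared. Keeping only loci above the RPKM minimum gave the lowest median for Δire-1, -1.24, and keeping only the cellulase and hemicellulase clusters the highest for Δhac-1, 0.33. The paper reasons from the levels in both mutants that the UPR pathway does not directly control the induction of these genes by cellulose.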

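With 5 mM DTT in transfer cultures, the median log2 ratio over the 61 lignocellulase loci was -2.14 in WT, -1.16 in Δire-1, -2.33 in FGSC9720 and -2.08 in Δhac-1. The loci called down-regulated numbered 37, 30, 37 and 34 in the same order. Of those in the parent, 30 were also down in Δire-1 and 33 in Δhac-1. The loci fell from 23.8% to 2.86% of the counts in WT and from 10.8% to 4.42% in Δire-1, which started lower, and from 13.2% to 2.37% in FGSC9720 and from 14.7% to 2.96% in Δhac-1. NCU07340 (cbh-1) had log2 ratios of -3.67 (95% interval -3.68 to -3.66, 104455 against 1351114 counts) in WT, -1.93 (95% interval -1.94 to -1.92, 170173 against 653987 counts) in Δire-1, -3.54 in FGSC9720 and -2.60 in Δhac-1, and NCU09680 (cbh-2) had -3.42, -1.61, -2.69 and -2.82. Per locus, the ratio in the mutant minus that in its parent had a median of 1.19 for Δire-1 and 0.30 for Δhac-1. Whether these differences exceed the variation between cultures was not tested, and each strain and treatment has 1 library. Restricting the median to loci above the RPKM minimum deepened it most, to -3.31 in WT and -1.71 in Δire-1. From the repression in both mutants, the paper concludes that RESS (repression under secretion stress) is independent of the UPR pathway.

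**Figure D1:**
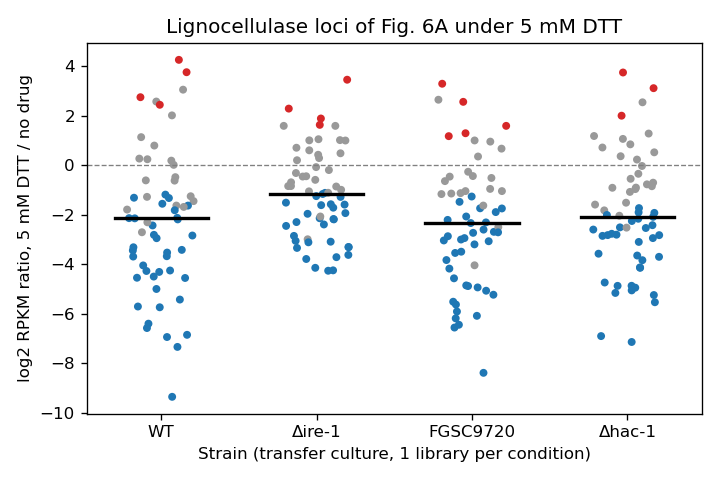
Log2 RPKM ratio of 5 mM DTT to no drug (vertical axis) for the 61 lignocellulase loci in WT, Δire-1, FGSC9720 and Δhac-1 transfer cultures (horizontal axis). Each point is a locus, blue when called down-regulated, red when called up-regulated and grey otherwise, and the bars are the medians of -2.14, -1.16, -2.33 and -2.08.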

In addition, the expression levels for most lignocellulase genes were markedly down-regulated when acute ER stress emerged in both the *Δire-1* and *Δhac-1* backgrounds (Additional file 1: Table S1 p2 and Additional file 2: Table S2 p6, p8), implying RESS is independent of the UPR pathway. Furthermore, the analysis of intracellular cellulase synthesis and secretory pathway protein loading in *Δire-1* and *Δhac-*1 revealed that the cellulase synthesis in both mutants was similar to the parental strains (after a culture switch from sucrose to cellulose for 4 h and 36 h). Therefore, the observed reduction in secreted cellulases implies a reduced secretion capacity within this time frame. At a later stage (96 h), the amount of intracellular cellulases was diminished, which might be a result from a negative feedback-loop of cellulase hypo-secretion (Additional file 4: Figure S5A,B). These observations demonstrate that IRE-1 and HAC-1 play an important role in the *N. crassa* cellulase secretion system.

### Systematic characterization of TFs required for ER stress response during cellulase synthesis

For both ER stress response and cellulase synthesis, transcription factor (TF) mediated orchestration of gene expression is crucial. We systematically searched for TFs with significantly altered expression patterns in our recorded differential expression data based on acute/mild ER stress (Figure 2). 

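Of the 266 TFs listed in Table S6, 33 were up-regulated by both agents at either stress level, 14 under mild stress only, 16 under acute stress only and 3 under both. The 3 TFs raised under both were NCU08807 (cre-1), NCU09333 and NCU02307. The highest log2 ratios belonged to NCU04619, with 4.62 under 5 mM DTT and 6.14 under 40 μg/mL TM, NCU00017, with 4.30 and 5.12, and NCU04058, with 4.26 and 3.74. 6 TFs were down-regulated, 5 under acute and 1 under mild stress. Of the 4 conditions only 5 mM DTT has a replicate, and the paired-end pair gave 4.61, 3.19 and 3.15 for the same TFs. The count of up-regulated TFs shifted most with the edgeR exact test, which left 3 up and 2 down.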

Of the 266 predicted TFs present in the *N. crassa* genome (based on Broad version 7) [30] (Additional file 8: Table S6 p1-2), 33 were up-regulated in the presence of ER stress, while 6 TFs were down-regulated (Figure 5A and Additional file 8: Table S6 p3).

**Figure 5:**
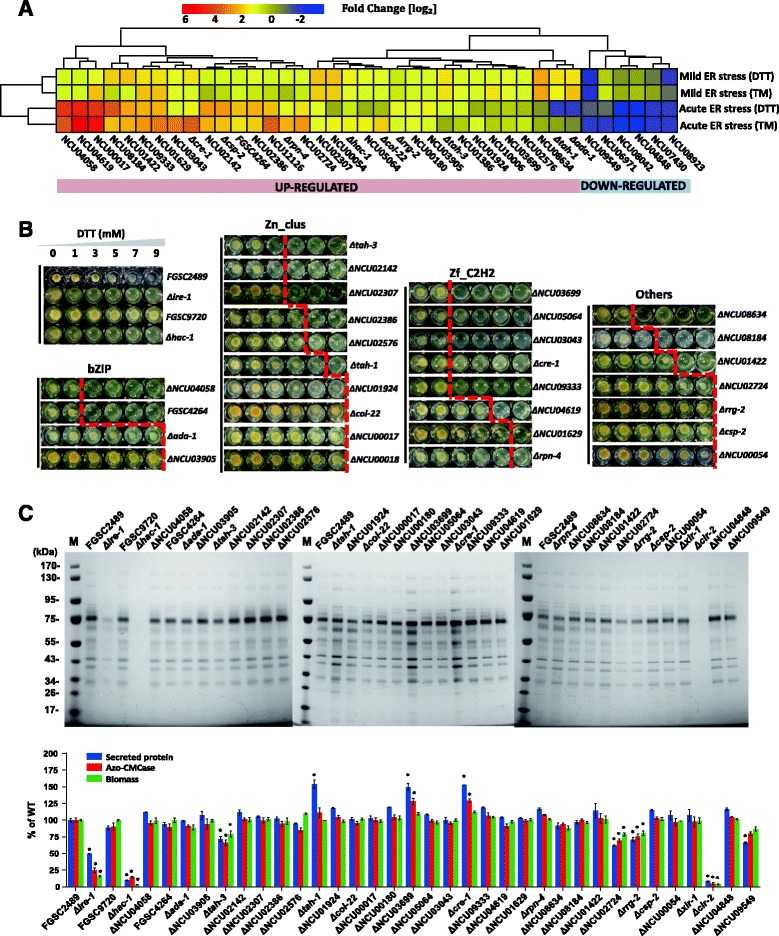
Screen for transcription factors involved in ER stress response and cellulase synthesis. (**A**) Heatmap of 39 transcription factors (TFs) found to be differentially expressed in response to ER stress under distinct stress intensities: 33 up-regulated and 6 down-regulated. The degree of expression abundance was normalized by RPKM-fold change (log_2_). Names of TF DNA-binding domains according to Pfam annotation were indicated in square brackets. (**B**) Screening of DTT susceptibility of 30 available ESRT TF KO mutants. The red line indicates the growth to no growth threshold and is an indicator for sensitivity to ER stress elicited by DTT. (**C**) Batch cultures of ESRT TF KO mutants were prepared to discover targets affecting cellulase secretion. After 7 days of culture with rich nitrogen source, the typical secretome of each TF candidate is shown on SDS-PAGE gel (upper panel), while total extracellular protein concentration, CMCase activity, and biomass (as total protein) were measured and displayed after normalization to the WT control (lower panel) by percentage (standard error of the mean (SEM), *n* = 3, the asterisk (*) indicates a significant difference from WT with an unadjusted *P* value of <0.001 using a one-way ANOVA).

Of the 33 TFs with increased abundance upon ER stress, five (15.15%) belonged to the basic-region leucine zipper (bZIP) family, 11 (33.33%) to the fungal Zn(2)-Cys(6) binuclear cluster family, nine (27.27%) to the Cys2His2 (C2H2)-type zinc fingers, and eight to miscellaneous families (24.24%) (Additional file 8: Table S6 p3). 

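By their Pfam domains in Table S6, 11 of the 33 up-regulated TFs had a Zn(2)-Cys(6) cluster, 9 a C2H2 zinc finger, 4 a bZIP_1 and 1 a bZIP_2 domain. The bZIP TFs were NCU04050 (cpc-1), NCU04058, NCU00499, NCU03905 and NCU01856 (hac-1), with log2 ratios under 5 mM DTT of 2.19, 4.26, -1.91, 1.53 and 0.73. NCU00499 and hac-1 were in the set through mild stress, with 1.68 and 1.50 under 0.1 mM DTT. The remaining 8 held HLH, Fungal_trans, CP2, Fork_head, HSF and HTH_3 domains. The family counts rest on 1 library per condition. The set they come from changed to 22 TFs with edgeR TMM effective library sizes and, at the most, to 3 under the edgeR exact test.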

We next screened 30 available homokaryotic deletion mutants out of 33 TFs for DTT-sensitivity; compared with WT, 20 TFs exhibited significant DTT-sensitive phenotypes, including the UPR regulator *hac-1* (NCU01856) (Figure 5B). 

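In transfer cultures with 5 mM DTT, NCU09333 had a log2 ratio of 2.33 (95% interval 2.29 to 2.37, 35626 against 7176 counts) in WT and 0.51 (95% interval 0.49 to 0.54, 35114 against 24762 counts) in Δire-1. NCU03043 had 1.28 in WT and -0.31 in Δire-1, NCU03686 (tah-3) 1.36 and 0.56, and NCU02386 1.33 and 0.59. All 4 were called up-regulated in WT and not in Δire-1. NCU01422 had 2.41 (95% interval 2.34 to 2.47, 12130 against 2221 counts) in FGSC9720 and 0.69 (95% interval 0.63 to 0.75, 5491 against 3316 counts) in Δhac-1, and NCU06095 had 1.55 and 0.44, both called up only in the parent. With DTT the counts of NCU09333 were close in WT and Δire-1 (35626 and 35114). Its lower ratio in Δire-1 went with a higher count without drug (24762 against 7176). NCU01422 had a lower count with DTT in Δhac-1 than in FGSC9720 (5491 against 12130). There is 1 library per strain and treatment, so the spread between cultures of these ratios is unknown. The difference between strains is smaller for NCU02386, and larger for the other five TFs, than the standard deviation of 0.777 of the difference between replicate log2 ratios in WT direct cultures. For NCU09333 in Δire-1, DESeq2 size factors gave the largest change, to 0.73. The paper attributes the induction of the 4 TFs to IRE-1 and that of the other two to HAC-1.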

Additionally, six TFs were found to be regulated in an IRE-1/HAC-1 mediated manner; including four TFs (NCU09333, NCU03043, NCU03686, NCU02386) affected by IRE-1 and two TFs (NCU01422, NCU06095) that were dependent on HAC-1 (Additional file 7: Table S5 p5).

To assess whether those TFs regulated by ER stress also contribute to cellulase secretion, liquid batch cultures with (Figure 5C) or without (Additional file 4: Figure S6) a rich nitrogen source were performed. The *Δire-1* and *Δhac-1* strains, along with their parental strains, were included as controls. Consistent with previous observations [31], the *Δcre-1* strain displayed an increase of approximately 50% in the amount of secreted protein compared to the WT strain. A loss of *ire-1* led to a 50% decrease of the secreted protein levels in comparison to the WT strain, while the *Δhac-1* KO mutant almost completely lost its ability to produce lignocellulases. Using ±30% of secreted proteins produced by WT as a threshold (refer to the *Δcre-1* published data [31]) and considering the data from both nitrogen conditions, we found *ΔNCU03699* could significantly promote lignocellulase secretion similar to *Δcre-1*, while *ΔNCU02413* (*Δrrg-2*) and *ΔNCU02724* exhibited repressive effects. The intracellular cellulase loading of the secretory pathway was further examined in these mutants using switch experiments of sucrose pre-grown strains shifted to Avicel. While the intracellular cellulase production was not affected until after 96 h (Additional file 4: Figure S5A,B), extracellular cellulase accumulation was substantially increased (*ΔNCU03699*) or reduced (*ΔNCU02413* (*Δrrg-2*) and *ΔNCU02724*) (Additional file 4: Figure S7A,B), implying that the secretion capacity rather than cellulase synthesis is affected in these strains. These findings suggest that the hyper- or hypo-secretion phenotype of these mutants is linked to cellulase secretion (Additional file 4: Figure S7A,B). To the best of our knowledge, this is the first report providing strong functional data indicating that these TFs are involved in lignocellulase production and ER stress, although NCU02413 (*rrg-2*) had previously been suggested to play a role in the oxidative stress response in *N. crassa* [32]. Based on their involvement in the overall process, we named the TFs encoded by NCU03699 and NCU02724 RES-1 and regulator for ER stress response (RES-2), respectively.

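NCU08042 (clr-2) and NCU06971 (xlr-1) were down-regulated under acute stress, with log2 ratios of -3.08 (95% interval -3.23 to -2.92, 392 against 3339 counts) and -1.13 (95% interval -1.21 to -1.04, 1658 against 3659 counts) under 5 mM DTT and -3.68 and -1.92 under 40 μg/mL TM. Under mild stress clr-2 had -0.41 and -0.09, and xlr-1 0.34 and 0.73, neither called. The third Zn(2)-Cys(6) TF, NCU09549, was called under both agents at mild stress, with -2.43 and -2.27, and had -1.30 and -2.07 under acute stress. Under acute DTT and TM the other three down-regulated TFs had ratios of -3.28 and -3.13 for NCU04848, -1.83 and -2.11 for NCU08923, and -2.01 and -2.05 for NCU07430. Over the 4 WT libraries (2 per condition), edgeR gave log2 fold changes for 5 mM DTT of -2.79 (standard error 0.40, adjusted p = 0.018) for clr-2 and -1.02 (standard error 0.38, adjusted p = 0.12) for xlr-1. In edgeR's fit with the read type as a block they were -2.78 (adjusted p = 0.0025) and -1.04 (adjusted p = 0.026), where deviations correlated by 0.643 within a read type. Among the clr-2 and xlr-1 values for 5 mM DTT, the largest shift came from the paired-end pair, which gave -2.53 for clr-2 and -0.99 for xlr-1. The paper singles out CLR-2 and XLR-1 as core regulators of plant cell wall degradation within this set.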

Of the six TFs with decreased abundance upon ER stress, three belong to the fungal Zn(2)-Cys(6) binuclear cluster domain family, including the two core regulators of plant cell wall degradation: CLR-2 [33] and XLR-1 [34]. Because most lignocellulase genes that are down-regulated in the presence of acute ER stress belong to the CLR-2 or XLR-1 regulons, it seems likely that RESS results to a great extent from the down-regulation of these core regulators. 

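In the same WT direct cultures with 5 mM DTT, the median log2 ratio over the 61 lignocellulase loci was -2.31, with 38 loci called down, and clr-2 and xlr-1 changed by -3.08 and -1.13. With 40 μg/mL TM the median was -0.85 with 25 loci down, beside -3.68 for clr-2 and -1.92 for xlr-1. Each agent has 1 library in this comparison. In the paired-end replicate with 5 mM DTT the median was -2.48. The libraries show the levels 1 h after the drug and cannot order the fall of the regulators and of their targets. Leaving out loci below the RPKM minimum took the median under 5 mM DTT furthest, to -2.84. Since most of the lowered genes belong to the CLR-2 or XLR-1 regulons, the paper proposes that RESS follows to a great extent from the fall of these core regulators.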

Two of the other four TFs that were found to be down-regulated under ER stress (NCU09549, NCU04848, NCU08923, and NCU07430 had available mutants that allowed us to test their enzyme production. Slightly decreased lignocellulase production was recorded for ΔNCU09549 when compared to WT, while no obvious defect was observed in the ΔNCU04848 mutant (Figure 5C).

### RES-1, RES-2, and RRG-2 are required for ER stress response and cellulase synthesis

Since RES-1, RES-2, and RRG-2 likely function to bridge the ER stress response to lignocellulase expression, transcriptional profiling of the three corresponding TF deletion strains was performed under ER stress conditions. 

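WT, Δres-1, Δres-2 and Δrrg-2 were grown directly on Avicel for 36 h and kept for 1 h without drug or with 5 mM DTT. RNA of 2 biological replicates was mixed for each of the 8 libraries, which were read as paired ends of 90 nt, and the deposited counts are of read pairs. No strain and treatment has a replicate of this read type. The authors deposited the raw count and the RPKM of each of 9730 genes. Between 4878132 and 8124996 read pairs per library were counted on genes, with a median of 5972470, and the floor of 3 counts is at most 6.15e-05% of the counts. The paper's thresholds for these libraries, a Q value of at least 0.90 and an RPKM of at least 15, were used. With 5 mM DTT, 2563 genes had altered expression in WT (1168 up, 1395 down), 2173 in Δres-1 (931 up, 1242 down), 1695 in Δres-2 (714 up, 981 down) and 2404 in Δrrg-2 (906 up, 1498 down). The edgeR exact test with the dispersion of the WT replicates changed these counts most, to 599, 549, 162 and 462. The majority direction depended on the normalization. With total counts, 45.6%, 42.8%, 42.1% and 37.7% of the altered genes were up-regulated, in the same order. With TMM effective library sizes these shares were 50.9%, 59.6%, 62.4% and 58.2%. DESeq2 size factors gave 50.2%, 60.5%, 62.8% and 59.1%.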

Deletion of *res-1* (encoded by NCU03699) resulted in up-regulation of 583 genes in comparison to WT in cells grown on Avicel for 36 h. 

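Without drug, 1309 genes differed between Δres-1 and WT, 595 up and 714 down in the mutant. NCU03699 (res-1) itself kept 18 read pairs in Δres-1 against 886 in WT, which is 3.04% of the WT RPKM. The largest log2 ratios were NCU16992 at 9.75 (56284 against 98 counts), NCU05758 at 9.22 (398 against 1 counts), NCU10344 at 8.00 (515 against 3 counts), and the lowest NCU02500 at -14.79 (0 against 21199 counts), NCU01958 at -9.61 (0 against 585 counts), NCU01849 at -7.27 (11 against 2539 counts). Of these, NCU16992, NCU05758, NCU02500 and NCU01958 had extreme ratios of the same sign in Δres-2 and Δrrg-2, so they are not specific to Δres-1. The libraries, 1 per strain, held 4985826 read pairs in Δres-1 and 7454015 in WT, and neither difference nor direction could be checked in a replicate. The number of up-regulated genes changed most with the edgeR exact test, to 28, and was 312 with a Q value of at least 0.95.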

Consistent with the protein secretion data (Figure 5C), FunCat analysis of the 583 potential *res-1* targets showed 38 genes belonging to the ‘polysaccharide metabolism’ group, with many lignocellulase genes being enriched (*P* = 6.11e-09) (Figure 6A and Additional file 9: Table S7 p1). 

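The paper's table lists 38 up-regulated genes in the polysaccharide metabolism category, 36 of them readable, and all 36 readable ones were up-regulated in Δres-1 here. As the list is incomplete, no enrichment test was run. Of the 61 lignocellulase loci, 19 were called up-regulated and 6 down-regulated in Δres-1 without drug, with a median log2 ratio of 0.50. Together the loci held 9.18% (95% Wilson interval 9.16 to 9.21) of the read pairs in Δres-1 and 7.82% (95% Wilson interval 7.80 to 7.84) in WT. The single-end WT library of the same condition held 8.83%, nearer to the value of Δres-1 than to that of the paired-end WT library. The median moved most, to 0.45, when loci below the RPKM minimum were left out. The paper connects the enrichment of lignocellulase genes among these targets with its protein secretion data.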

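In Δres-1 against WT without drug, the AA9 family genes had log2 ratios of 1.07 (95% interval 1.03 to 1.10, 14512 against 10355 counts) for NCU08760 (AA9-5), 2.01 (95% interval 1.95 to 2.07, 7512 against 2790 counts) for NCU03328 (AA9-6), 1.64 (95% interval 1.59 to 1.69, 8839 against 4241 counts) for NCU00836 (AA9-7) and 4.41 (95% interval 3.49 to 5.50, 142 against 10 counts) for NCU03000 (AA9-8). The other glycosyl hydrolase genes had 3.93 (95% interval 3.83 to 4.02, 10131 against 997 counts) for NCU05121 (gh45-1), 2.68 (95% interval 2.52 to 2.85, 1632 against 380 counts) for NCU06861 (gh43-3), 2.54 (95% interval 2.49 to 2.58, 19270 against 4955 counts) for NCU07326 (gh43-6) and 2.12 (95% interval 2.04 to 2.19, 5720 against 1972 counts) for NCU04952 (gh3-4). All 8 were called up-regulated. The counts are read pairs of 1 library per strain, and the wide interval of AA9-8 reflects the low count in WT. Next to the replicate standard deviation of 0.550 per log2 ratio, AA9-5 lies within 2 standard deviations and the others beyond it. For AA9-8, TMM effective library sizes changed the ratio to 4.36. The paper gives these genes as examples of a significant increase in Δres-1.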

For example, the gene expression of several *AA9* family members such as NCU08760 (*AA9-5*), NCU03328 (*AA9-6*), NCU00836 (*AA9-7*), NCU03000 (*AA9-8*) as well as some other glycosyl hydrolases such as NCU05121 (*gh45-1*, endoglucanase V), NCU06861 (*gh43-3*), NCU07326 (*gh43-6*), and NCU04952 (*gh3-4*, β-glucosidase) showed a significant increase in the *Δres-1* strain compared to WT. 

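NCU09664 rose 33.5-fold in Δres-1 without drug (717 against 32 read pairs, log2 ratio 5.07, 95% interval 4.56 to 5.62), and NCU04870 rose 7.26-fold (4384 against 903 read pairs, log2 ratio 2.86, 2.76 to 2.96). NCU09491, the feruloyl esterase B gene, rose 30.8-fold (7057 against 343 read pairs, log2 ratio 4.94, 4.79 to 5.10). The folds come from a single library per strain and the intervals from counting noise alone. With TMM effective library sizes, the larger of the shifts, the NCU09664 fold was 32.3.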

The expression levels of NCU09664 and NCU04870, encoding acetylxylan esterases, increased more than 33- and 7-fold, respectively, and a gene encoding the extracellular feruloyl esterase B (NCU09491) increased over 30-fold upon loss of RES-1. 

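Without drug, NCU07340 (cbh-1) had a log2 ratio of 0.14 (95% interval 0.13 to 0.15, 97258 against 132149 counts) between Δres-1 and WT, NCU09680 (cbh-2) 0.10 (95% interval 0.08 to 0.11, 50287 against 70310 counts) and NCU00762 (gh5-1) 0.43 (95% interval 0.40 to 0.47, 12635 against 13997 counts). Their NOISeq Q values were 0.434, 0.339 and 0.753, all below the threshold of 0.90. All 3 ratios are smaller than the standard deviation of 0.550 between replicate log2 ratios, although their counting intervals exclude 0. Scaling by TMM effective library sizes shifted gh5-1 to 0.38. Setting these transcripts beside the hyper-secretion seen later in culture, the paper proposes that RES-1 acts on lignocellulase production beyond transcription as well.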

Surprisingly, the expression of several major cellulase genes, such as NCU07340 (*cbh-1)*, NCU09680 (*cbh-2*), and NCU00762 (*gh5-1*, endoglucanase 3), was WT-like in *Δres-1* after growth on Avicel for 36 h, although significant hyper-secretion was observed after 7 days of culture (Figure 5C), suggesting RES-1 could affect lignocellulase production not only at the transcriptional but also at the post-transcriptional level as protein, thus the latter effect is exerted indirectly. 

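Exposed to 5 mM DTT, 515 of the 761 ESRTs were up-regulated in the paired-end WT library and 430 in Δres-1. By the rule used for IRE-1 and HAC-1, 78 ESRTs depended on RES-1, with a median log2 ratio of 1.53 in WT and 0.52 in Δres-1, and 75 of them are among the 76 of the paper's list. NCU02541 had a log2 ratio of 1.10 (95% interval 1.00 to 1.19, 2791 against 1397 counts) in WT and 0.55 (95% interval 0.40 to 0.70, 914 against 620 counts) in Δres-1, and NCU03995 had 1.28 and 0.33. NCU01955 (autophagy-related protein 3) had 0.96 and 0.79, and NCU02515 had 1.62 and 0.47. In a one-sided Fisher's exact test over members read from the paper's lists, glycosylation had 4 genes with p = 0.0031 (adjusted 0.086) and lysosomal and vacuolar degradation 4 genes with p = 5.95e-05 (adjusted 0.0045), adjusted over 152 categories. The difference between strains was not tested, and Δres-1 has 1 library per treatment. For NCU02541 and NCU01955 it is smaller than the standard deviation of 0.777 of the difference between replicate log2 ratios. With the edgeR exact test 8 ESRTs were left in the set, and with TMM effective library sizes 38. The paper relates the loss of induction in glycosylation and degradation genes to its hypothesis of a post-transcriptional role of RES-1.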

In good agreement with this hypothesis, we found that a deletion of *res-1* resulted in 76 ESRTs failing to be up-regulated upon exposure to DTT (Additional file 9: Table S7 p2-3), especially genes functioning in glycosylation (*P* = 2.8e-03, for example, NCU02541 and NCU03995, which separately encode the oligosaccharyltransferase alpha and gamma subunit-like proteins) as well as lysosomal and vacuolar protein degradation (*P* = 5.38e-05, for example, NCU01955 [autophagy-related protein 3], NCU02515 [dipeptidyl aminopeptidase]).

**Figure 6:**
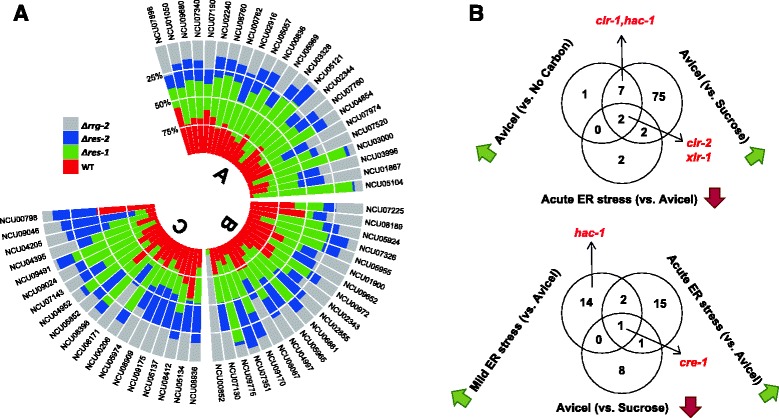
RES-1, RES-2, and RRG-2 indirectly affect lignocellulase gene expression. (**A**) Comparison of lignocellulase expression levels in *Δres-1*, *Δres-2*, and *Δrrg-2* with WT. A total of 62 genes were grouped into three clusters: [A] cellulase genes, [B] hemicellulase genes, and [C] other genes encoding extracellular proteins. For each target, the relative proportion of transcript abundance (RPKM) is indicated as a percentage of the total. (**B**) Three-way Venn diagrams generated to search for TFs, which are coordinately expressed with lignocellulase genes. Top diagram: TFs induced (green arrow) by Avicel *versus* no carbon (top left) and *versus* sucrose condition (top right) and repressed (red arrow) under acute ER stress (bottom) were reasoned to potentially have a positive effect on lignocellulase gene expression. Bottom diagram: In addition, TFs being repressed when exposed to Avicel *versus* sucrose treatment while being induced upon ER stress could likely exert a negative effect on lignocellulase gene expression.

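Of the loci in the legend, 61 could be read from the figure: 23 in cluster A, 19 in cluster B and 19 in cluster C. Their summed counts are each library's share of lignocellulase reads, from which the change under DTT can be read for all strains at once. In the paired-end libraries the share was 7.82% (95% Wilson interval 7.80 to 7.84) in WT without drug and 2.10% (95% Wilson interval 2.09 to 2.11) with 5 mM DTT. In Δres-1 it was 9.18% (95% Wilson interval 9.16 to 9.21) and 2.07% (95% Wilson interval 2.06 to 2.08), in Δres-2 5.59% (95% Wilson interval 5.57 to 5.61) and 2.13% (95% Wilson interval 2.12 to 2.15), and in Δrrg-2 5.39% (95% Wilson interval 5.37 to 5.40) and 1.19% (95% Wilson interval 1.19 to 1.20). The single-end WT libraries gave 8.83% and 1.99%, so replicate libraries of WT differed by more than the counting intervals. Under 5 mM DTT the median log2 ratio over the loci was -2.48 in WT, -2.57 in Δres-1, -1.56 in Δres-2 and -2.58 in Δrrg-2. The median of Δrrg-2 moved most, to -3.08, when cluster C was left out. Per locus, the ratio in the mutant minus that in WT had a median of -0.50 for Δres-1, 0.37 for Δres-2 and -0.74 for Δrrg-2.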

The *Δres-2* and *Δrrg-2* deletion strains exhibited repressive effects on lignocellulase secretion. Transcriptome profiles showed deletion of *res-2* specifically down-regulated 491 genes compared with WT when cells were grown on Avicel, including 87 genes involved in C-compound and carbohydrate metabolism (*P* = 1.62e-06) (Figure 6A and Additional file 9: Table S7 p4). 

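Without drug, 892 genes differed between Δres-2 and WT, 495 down and 397 up in the mutant. The lowest log2 ratios of called genes were NCU02500 at -14.76 (0 against 21199 counts), NCU09968 at -10.39 (0 against 1023 counts), NCU01958 at -9.58 (0 against 585 counts). NCU02500 and NCU01958 were also extreme in Δres-1 and Δrrg-2, so they are not specific to Δres-2. NCU02724 (res-2) had 100 read pairs in Δres-2 and 978 in WT, or 15.6% of the WT RPKM. Of the 87 genes that the paper's table assigns to C-compound and carbohydrate metabolism, 69 are readable, and all 69 of these were down-regulated here. The list is cut off, so the category was not tested. The Δres-2 library is the smallest, with 4878132 read pairs, and the comparison has 1 library per strain. The edgeR exact test left 6 down-regulated genes, fewer than any other alternative. The paper reports the carbohydrate metabolism genes as part of those lowered in Δres-2 when cells grow on Avicel.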

For instance, hemicellulase genes such as NCU07225 (*gh11-2,* endo-1, 4-beta-xylanase 2), NCU08189 (*gh10-2,* endo-1,4-beta-xylanase), and NCU00972 (*gh53-1*, arabinogalactan endo-1,4-β-galactosidase) decreased more than three- to fourfold under Avicel conditions in the *Δres-2* mutant as compared to WT. 

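NCU07225 (gh11-2) decreased 3.45-fold (log2 ratio -1.79, 95% interval -1.84 to -1.74, 3345 against 17658 read pairs) in Δres-2 without drug, NCU08189 (gh10-2) 4.06-fold (log2 ratio -2.02, 95% interval -2.10 to -1.95, 1743 against 10814 read pairs) and NCU00972 (gh53-1) 3.17-fold (log2 ratio -1.66, 95% interval -1.89 to -1.45, 210 against 1017 read pairs). Each was called down-regulated. These log2 ratios are at least 3 times the replicate standard deviation of 0.550, but that value comes from WT and from a treatment ratio, and the strain difference itself has no replicate. With TMM effective library sizes the log2 ratio of gh10-2 was -2.10. Over the 60 lignocellulase loci with counts, the median log2 ratio of Δres-2 to WT without drug was -0.36, with 11 called down and 8 up. The paper offers the hemicellulase genes above as instances of decreased expression in Δres-2.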

We noticed the major cellulase genes such as NCU07340 (*cbh-1*), NCU09680 (*cbh-2*), and NCU00762 (*gh5-1*) also showed a 1.6 ~ 1.8-fold decrease in expression under Avicel conditions in the *Δres-2* strain, although the respective data did not pass the *Q* value cut-off. 

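NCU07340 (cbh-1) decreased 1.67-fold (log2 ratio -0.74, 95% interval -0.75 to -0.72, 51928 against 132149 read pairs), NCU09680 (cbh-2) 1.69-fold (log2 ratio -0.76, 95% interval -0.78 to -0.74, 27214 against 70310 read pairs) and NCU00762 (gh5-1) 1.81-fold (log2 ratio -0.86, 95% interval -0.90 to -0.81, 5055 against 13997 read pairs) in Δres-2 without drug. The Q values were 0.856, 0.861 and 0.884 against the threshold of 0.90. The ratios exceed the replicate standard deviation of 0.550 by less than 1 such deviation, a size that 1 library per strain cannot separate from variation between cultures. Between them, the smallest decrease changed from 1.67-fold to 1.76-fold with TMM effective library sizes.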

In addition, 118 ESRTs were shown to be regulated by the TF RES-2, including targets involved in cellular export and secretion (*P* = 7.68e-03), cellular import (*P* = 5.49e-03), enzyme inhibitors (*P* = 7.10e-03), as well as several targets functioning in autophagy and cytoplasm to vacuole-targeting (Cvt) pathways, such as NCU01955 (autophagy-related protein 3), NCU04192 (vacuolar aspartyl aminopeptidase Lap4), and NCU01545 (autophagy protein 8) (Additional file 9: Table S7 p5-6).

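Under 5 mM DTT, 363 ESRTs were up-regulated in Δres-2, against 515 in the paired-end WT library. By the rule with the D value criterion, 105 ESRTs depended on RES-2, with a median log2 ratio of 1.52 in WT and 0.41 in Δres-2, and 73 of them are among the 118 genes of the paper's list. Without the D value criterion the set held 163 ESRTs. NCU01955 had a log2 ratio of 0.96 (95% interval 0.86 to 1.07, 2002 against 1099 counts) in WT and 0.21 (95% interval 0.01 to 0.41, 466 against 397 counts) in Δres-2, and NCU01545 had 1.08 and 0.08. NCU04192 had 1.87 (95% interval 1.79 to 1.96, 4967 against 1453 counts) in WT and 1.09 (95% interval 0.97 to 1.22, 1694 against 783 counts) in Δres-2, where it was still called up-regulated. In the one-sided Fisher's exact test, enzyme inhibitors had 3 genes with p = 0.03 (adjusted 1), cellular export and secretion 3 genes with p = 0.33 (adjusted 1) and cellular import 2 genes with p = 0.79 (adjusted 1), over 191 categories whose members were read from the paper's RES-2 list, in which the genes found only here could not score. With members read from the list of all ESRTs the counts were 3, 3 and 2, and without the D value criterion as well the exact test had 4, 7 and 11 (p = 0.021, 0.038 and 0.0057, adjusted 0.33, 0.41 and 0.2). The difference between Δres-2 and WT in the response to DTT was not tested, and Δres-2 has a single library per treatment. The set was smallest, with 14 genes, in the edgeR exact test. From the categories of these ESRTs, the paper concludes that RES-2 reaches targets in export, import, enzyme inhibition and autophagy.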

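Without drug, 330 genes differed between Δrrg-2 and WT, 107 down and 223 up in the mutant. NCU02413 (rrg-2) had 147 read pairs in Δrrg-2 against 598 in WT, or 26.5% of the WT RPKM. NCU09680 (cbh-2) decreased 1.96-fold (log2 ratio -0.97, 95% interval -0.99 to -0.95, 33338 against 70310 read pairs), NCU02240 (AA9-1) 2.36-fold (log2 ratio -1.24, 95% interval -1.27 to -1.20, 9300 against 23612 read pairs) and NCU05955 2.01-fold (log2 ratio -1.01, 95% interval -1.08 to -0.94, 2747 against 5957 read pairs), and all 3 were called down-regulated. C-compound and carbohydrate metabolism held 25 of the 107 (one-sided Fisher's exact test, p = 1.40e-04, Benjamini-Hochberg adjusted 0.013 over 190 categories). Over the 61 lignocellulase loci the median log2 ratio was -0.21, with 5 called down and 2 up. The Δrrg-2 and WT libraries held 6922168 and 7454015 read pairs, 1 library each without a replicate. Only 8 genes were down-regulated in the edgeR exact test, and 59 at a Q value of at least 0.95. The paper draws the parallel to RES-2 from the carbohydrate metabolism genes lowered in this mutant.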

Similar to *res-2*, a deletion of *rrg-2* down-regulated 102 genes compared with WT when cells were grown on Avicel, including 25 genes involved in C-compound and carbohydrate metabolism (*P* = 6.11e-05) (Figure 6A and Additional file 9: Table S7 p7), such as lignocellulase genes NCU09680 (*cbh2*), NCU02240 (*AA9-1*, endoglucanase II), and NCU05955 (xyloglucanase). The expression of genes encoding glucoamylases was also found to be down-regulated (for example NCU01517 and NCU08746). 

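The glucoamylase gene NCU01517 decreased 2.78-fold (log2 ratio -1.47, 95% interval -1.52 to -1.42, 4277 against 12794 read pairs) in Δrrg-2 without drug, and NCU08746 decreased 2.67-fold (log2 ratio -1.42, 95% interval -1.50 to -1.34, 1668 against 4804 read pairs). Both were called down-regulated, with log2 ratios more than 2 times the replicate standard deviation of 0.550 and no replicate of the strain. For NCU01517 the ratio was -1.64 with TMM effective library sizes.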

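Up-regulated ESRTs with 5 mM DTT numbered 515 in the paired-end WT library and 392 in Δrrg-2, and 119 met the rule for RRG-2, with a median log2 ratio of 1.47 in WT and 0.43 in the mutant. Of the 115 genes in the paper's list, 113 are among them. The one-sided Fisher's exact test gave lipid, fatty acid and isoprenoid metabolism 14 genes with p = 0.0066 (adjusted 0.31), glycosylation 5 genes with p = 0.0023 (adjusted 0.31) and ER to Golgi transport 4 genes with p = 0.01 (adjusted 0.31), with the adjustment over 172 categories. None of these passes an adjusted p of 0.05. The difference between Δrrg-2 and WT in the response to DTT was not tested, and Δrrg-2 has 1 library per treatment. The set shrank to 4 genes in the edgeR exact test and to 51 with TMM effective library sizes. The paper states that rrg-2 appeared to regulate ESRTs in lipid metabolism, glycosylation and ER to Golgi transport.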

In addition, *rrg-2* also appeared to regulate 115 ESRTs related to lipid, fatty acid, and isoprenoid metabolism (*P* = 4.90e-03), glycosylation (*P* = 1.97e-03), ER to Golgi transport (*P* = 9.05e-03), etc. (Additional file 9: Table S7 p8-9).

Lignocellulase genes can be induced significantly when *Neurospora* is exposed to cellulose; however, even in the presence of a cellulosic inducer, these genes can also be rapidly down-regulated when suffering RESS. Therefore, TFs with a similar expression pattern to lignocellulase genes under both physiological conditions are likely to be involved in cellulase regulation. We re-analyzed published transcriptome profiling data of *N. crassa* grown on sucrose, Avicel, and no carbon (starvation) and compared these with our ER stress response data [35] (Additional file 8: Table S6 p3-4; Figure 6B). Ten and 86 TFs were significantly induced by Avicel compared to either the no carbon or sucrose controls, respectively (Figure 6B, upper panel); nine of them were up-regulated in both conditions. Besides *clr-1*, *clr-*2, and *xlr-1*, *hac-1* was also included, suggesting lignocellulase induction and UPR activation act synergistically. Filtering additionally for TFs with decreased abundance under acute ER stress (six total; potentially due to RESS), only *clr-2* and *xlr-1* overlapped, implying CLR-2 and XLR-1 maybe the only direct activators of the lignocellulase regulon. Trying to find the key repressor of cellulase genes, we reasoned that such a regulator might be up-regulated under ER stress (mild as well as acute) and down-regulated under standard cellulolytic induction (Avicel only) compared to the repression condition on sucrose. Only *cre-1* was identified to match these criteria (Figure 6B, lower panel) and is therefore confirmed to have a major influence on lignocellulase gene expression. However, this result does not imply that CRE-1 is the only repressor for cellulose genes, and additional repressors that are not necessarily co-regulated might still be involved. 

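In WT direct cultures, the log2 ratios with 0.1 mM DTT, 5 μg/mL TM, 5 mM DTT and 40 μg/mL TM were 1.31, 1.27, 0.35 and 0.48 for NCU03699 (res-1), 1.11, 0.67, 1.64 and 2.61 for NCU02724 (res-2) and 0.64, 0.82, 1.41 and 1.20 for NCU02413 (rrg-2). In the same order cbh-1 had -0.44, -0.58, -2.45 and -1.31, clr-2 -0.41, -0.09, -3.08 and -3.68, xlr-1 0.34, 0.73, -1.13 and -1.92 and NCU08807 (cre-1) 1.79, 1.14, 1.59 and 3.52. These are 5 libraries, too few for a correlation across samples, so none was computed. With 5 mM DTT, where 2 libraries per condition exist, edgeR's quasi-likelihood test gave log2 fold changes of 0.15 (standard error 0.37, adjusted p = 0.79) for res-1, 1.21 (standard error 0.56, adjusted p = 0.18) for res-2 and 1.32 (standard error 0.37, adjusted p = 0.058) for rrg-2, none of which passed an adjusted p of 0.05. The block for the read type, within which deviations correlated by 0.643, changed edgeR's values to 0.15 (adjusted p = 0.67), 1.30 (adjusted p = 0.015) and 1.32 (adjusted p = 0.011). The paired-end pair moved the res-2 ratio for 5 mM DTT to 0.91, the largest shift among these TFs. From the absence of a shared pattern, the paper proposes that these TFs influence cellulase expression in another way.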

The expression pattern for *res-1*, *res-2*, and *rrg-2* did not correlate with major cellulase genes or core regulators such as *clr-2*, *xlr-1*, and *cre-1*, suggesting their influence on cellulase expression may occur through another way.

## Discussion

In the present study, we systematically analyzed the ER stress response of *N. crassa* during lignocellulase induction and secretion by experiments at both mild and acute stress levels. We found 766 genes to be specifically up-regulated in response to this process (ESRTs), of which 223 and 186 genes were regulated by UPR pathway core components IRE-1 and HAC-1, respectively. Screening 527 deletion strains for ESRTs lead to the identification of 249 genes that appear to be pivotal for resistance to ER stress in the WT. Of these, 100 targets were previously annotated as ‘unknown’ and are reported here for the first time to be involved in the response to ER stress. Interestingly, we found 357 ESRTs to be highly conserved, with orthologs in higher eukaryotes such as human (Additional file 3: Table S3 p3). For example, the ESRT NCU09101 encodes a hypothetical protein and has orthologs in both *S. cerevisiae* (YBR220C) and *H. sapiens* (SLC33A1/AT-1)*.* The function of *S. cerevisiae* YBR220C is unknown; however, *H. sapiens* SLC33A1/AT-1 encodes an ER membrane transporter that was recently reported to regulate the induction of autophagy downstream of the IRE1/XBP1 pathway [36]. Our screening data showed *ΔNCU09101* was sensitive to DTT (Additional file 5: Table S4), consistent with previous reports, validating that this target is related to ER stress. To our knowledge, systematic information on ER stress at a cellular level has only been performed in three model systems to date, including screening of KO mutants in *S. cerevisiae* [37] and screening of natural variation of human B cells [38] and *Drosophila* lines [39]. Thus, our data not only fill the knowledge gap in filamentous fungi but also contribute to the general understanding of the mechanisms mediating this process in higher eukaryotes.

In this study, we further addressed how TF networks coordinate the signal flow and gene expression during the ER stress response and cellulase synthesis. Thirty-three TFs were up-regulated upon ER stress under conditions of cellulase synthesis, including the well-characterized UPR regulator HAC-1 (NCU01856) as well as CPC-1 (NCU04050). We found *N. crassa* HAC-1 to act as an important factor for lignocellulase secretion while not mediating the RESS feed-back loop (profiling data mentioned above are presented in Additional file 1: Table S1 p2). In addition, we found that hyphal growth is severely impaired in *hac-1* deletion strains of *N. crassa*, which is consistent with previous observations in *Aspergillus niger* [40], suggesting that HAC-1 plays an important role in hyphal polarized growth and development, as it was shown in *Candida albicans* [28]. Interestingly, though the observed phenotype of Δ*ire-1* was slightly weaker than the phenotype changes in Δ*hac-1*, both mutants showed a pronounced defect in their conidial germination and cellulase secretion capacity compared to their parental strains. Moreover, an un-spliced *hac-1* transcript is present in the *N. crassa* Δ*ire-*1 strain. While in *S. cerevisiae* an un-spliced *hac-1* mRNA cannot be translated into a functional protein [41], previous studies could show that mammalian cells are indeed capable of translating un-spliced *hac-1/Xbp-1* transcripts [42]. Whether such an event also occurs in filamentous fungi and in which way these proteins would contribute to certain physiological functions such as hyphal polarized growth remain unclear. The TF CPC-1 has been previously characterized as a regulator associated with amino acid biosynthesis in *N. crassa* [43]. In metazoans, ATF4 as the functional homolog of CPC-1 has been proven to act in the PERK mediated UPR branch and it regulates those UPR genes involved in redox response and apoptosis [6,7,11]. 

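NCU04050 (cpc-1) was an ESRT of acute stress, with log2 ratios of 2.19 (95% interval 2.16 to 2.21, 101812 against 22626 counts) under 5 mM DTT and 1.70 (95% interval 1.68 to 1.72, 68753 against 22626 counts) under 40 μg/mL TM. Under mild stress it had 1.01 with 0.1 mM DTT and 0.90 with 5 μg/mL TM, below the threshold. The 4 WT libraries together gave a log2 fold change for 5 mM DTT of 2.38 (standard error 0.54, adjusted p = 0.036) in edgeR's quasi-likelihood test. With the read type as a block (deviations correlated by 0.643 within a read type) edgeR gave 2.35 (adjusted p = 0.0045). Its 5 mM DTT ratio changed most, to 2.46, when the paired-end pair was used. The paper counts this induction with earlier observations of CPC-1 in other fungi.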

The fact that CPC-1/CpcA is specifically induced upon ER stress has been observed in several independent fungal systems [11,44,45] and could be confirmed by our data. Here, we found additionally that a deletion of *cpc-1* renders *N. crassa* cells sensitive to DTT (Figure 5B) while significantly increasing extracellular protein secretion under limited nitrogen conditions (Figure S5). These observations suggest that CPC-1 may play a critical role in *N. crassa* ER stress response and cellulase secretion, although its regulation does not seem to be controlled by the IRE-1/HAC-1 mediated UPR cascade (Additional file 7: Table S5 p5). 

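In transfer cultures with 5 mM DTT, cpc-1 (NCU04050) had a log2 ratio of 2.34 (95% interval 2.33 to 2.36, 166727 against 33312 counts) in WT and 1.41 (95% interval 1.39 to 1.43, 104990 against 39783 counts) in Δire-1, and 2.31 (95% interval 2.29 to 2.33, 156475 against 30641 counts) in FGSC9720 and 1.53 (95% interval 1.52 to 1.54, 191983 against 64718 counts) in Δhac-1. It was called up-regulated in all 4 strains, while grp-78 (NCU03982) had 2.82 in WT, -1.19 in Δire-1, 3.72 in FGSC9720 and -2.66 in Δhac-1. The ratio of cpc-1 was lower in each mutant than in its parent. Without drug its count was higher in each mutant (39783 against 33312 in Δire-1, 64718 against 30641 in Δhac-1). With DTT its count was lower in Δire-1 than in WT (104990 against 166727) but higher in Δhac-1 than in FGSC9720 (191983 against 156475). The difference in ratio was not tested, and there is 1 library per strain and treatment. For cpc-1 in FGSC9720, DESeq2 size factors raised the ratio to 2.91, the largest shift among the alternatives. The paper holds that cpc-1 does not seem to be under the control of the IRE-1/HAC-1 cascade.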

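NCU04058 had log2 ratios of 1.00 with 0.1 mM DTT and 0.94 with 5 μg/mL TM, neither called, and of 4.26 (95% interval 4.16 to 4.36, 17109 against 903 counts) with 5 mM DTT and 3.74 (95% interval 3.65 to 3.84, 11304 against 903 counts) with 40 μg/mL TM. With 2 libraries per condition, edgeR gave a log2 fold change for 5 mM DTT of 3.77 (standard error 0.52, adjusted p = 0.017). It was 3.73 (adjusted p = 0.0019) in edgeR's model with the read type as a block, within which deviations correlated by 0.643. In the paired-end pair alone, which differed most from the main value, the ratio was 3.15. The paper reports NCU04058 as a putative bZIP TF with raised levels under acute stress. From the DTT sensitivity of the deletion strain, the paper proposes that it might also regulate the stress response.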

With NCU04058, a novel putative bZIP TF was identified, whose expression levels were markedly elevated upon acute ER stress. Moreover, the fact that the corresponding deletion strain displayed an apparent DTT-sensitive phenotype implies that it might also function as a stress response regulator.

The TF genes *res-1* (NCU03699) and NCU03043 are the homologs of *A. fumigatus zfpA* and *flbC*, respectively. It has been reported that both *A. fumigatus zfpA* and *flbC* transcripts can be induced by exposing cells to calcium [46,47], suggesting RES-1 and the TF encoded by NCU03043 may respond to intracellular calcium disturbances induced by ER stress. Moreover, we saw that loss of RES-1 results in a boost of lignocellulase secretion, probably owing to the de-repressive effect of several auxiliary cellulose-degrading enzymes on transcription (for example, several AA9 family members) which contribute to promote the efficiency of classical hydrolytic enzymes (cellulases). Deletion of *res-2* (NCU02724) and *rrg-2* (NCU02413) on the other hand, significantly decreased lignocellulase expression and secretion in *N. crassa*, although probably in an indirect manner. In this work, FunCat characterization of the RES-2 regulon revealed that genes involved in cellular export and secretion (*P* = 7.68e-03) as well as cellular import (endocytosis) (*P* = 5.49e-03) were enriched. Moreover, endocytosis has been reported to contribute to hyphal tip growth and tip secretion [48], suggesting RES-2 might regulate secretory pathways of *N. crassa*. In addition, the ortholog of RES-2 in *A. fumigates,* Afu1g09670, has been reported to be induced by calcium treatment [46]. While ER stress is always associated with a disturbance in the intracellular calcium homeostasis, changes in calcium levels are also reported to influence the hyphal tip growth [49,50] and thus might in turn affect tip secretion. Therefore, it is feasible, that RES-2 is involved in the ER stress response and affects lignocellulase secretion.

The *S. cerevisiae* SKN7, a homolog of the *N. crassa* RRG-2 (Identity: 57.5%, *E* value: 1E-38), controls the oxidative stress response in yeast cells together with YAP1 [51]. It has been reported that over-expression of *YAP1* contributes to modified intracellular redox conditions and enhances recombinant protein secretion [52]. However, whether SKN7 is also involved in protein secretion remains to be elucidated. In this work, deletion of RRG-2/SKN7 in *N. crassa* leads to a hypo-secretion phenotype, suggesting that RRG-2/SKN7 maybe has similar functions as YAP1 in the protein secretion process. It is also known that ER stress and oxidative stress are closely linked events, and therefore antioxidants, which can diminish oxidative stress [53], could additionally decrease ER stress and improve protein secretion. Hence, it can be concluded that RRG-2 might be involved in the regulation of the redox balance to affect cellulase secretion. The TF TAH-3 (NCU03686) was previously found to be required for fungal tolerance to harsh non-thermal plasma treatment in *N. crassa* [54]. The counterpart of TAH-3 in *S. cerevisiae* is UPC2, which functions by regulating sterol biosynthetic gene expression [55]. Potentially, disturbed sterol biosynthesis could trigger ER stress [56]. We found that extracellular protein secretion was reduced by circa 30% in *Δtah-3* compared to the WT, suggesting TAH-3 might be involved in ER stress resistance by maintaining intracellular sterol homeostasis.

The TF encoded by NCU09333 was identified as the homolog of the cellulase repressor ACE1 in *T. reesei* [57] and the stress responsive factor StzA in *Aspergillus nidulans* [58]. 

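NCU09333 was up-regulated in all 4 stress conditions of WT, with log2 ratios of 1.72 with 0.1 mM DTT, 2.07 with 5 μg/mL TM, 2.21 (95% interval 2.17 to 2.25, 27014 against 5904 counts) with 5 mM DTT and 2.63 with 40 μg/mL TM. Over the replicate libraries of 5 mM DTT and no drug, edgeR's log2 fold change was 2.20 (standard error 0.47, adjusted p = 0.033). Adding the read type as a block, with a correlation of deviations of 0.643 within a read type, gave 2.19 (adjusted p = 0.0037) in edgeR. Every alternative stayed close to the 5 mM DTT ratio, the paired-end pair being furthest with 2.12. Weighing this induction against the limited effect on cellulase secretion, the paper likens NCU09333 to StzA and not to ACE1.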

In *N. crassa*, NCU09333 was up-regulated upon ER stress while showing only a limited effect on cellulase secretion, suggesting NCU09333 functions more like StzA rather than ACE1 in *N. crassa*. Finally, the expression level of the carbon catabolite repression (CCR) regulator CRE-1 (NCU08807) was found to be up-regulated upon ER stress. 

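NCU08807 (cre-1) had log2 ratios of 1.79 (95% interval 1.72 to 1.86) with 0.1 mM DTT, 1.14 (1.07 to 1.21) with 5 μg/mL TM, 1.59 (1.52 to 1.66) with 5 mM DTT and 3.52 (3.45 to 3.58) with 40 μg/mL TM, all called up-regulated. For 5 mM DTT the 4 WT libraries gave 1.31 (standard error 0.48, adjusted p = 0.11) in edgeR's quasi-likelihood test, which does not pass an adjusted p of 0.05, and the other conditions have no replicate. A block for the read type, within which deviations correlated by 0.643, brought edgeR's value to 1.34 (adjusted p = 0.014). The paired-end pair put the 5 mM DTT ratio at 1.05, the value furthest from the main one. The paper takes CRE-1 as up-regulated upon ER stress.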

The *Δcre-1* strain moreover showed a DTT-sensitive phenotype, suggesting the CCR pathway might also cross-talk with the ER stress response.

By monitoring TFs with a decreased abundance upon ER stress, we detected CLR-2 and XLR-1. This result was confirmed by qPCR (Additional file 4: Figure S8), suggesting that the RESS-mediated repression of cellulase genes was likely a direct result of the down-regulation of these two regulators. The expression levels of some carbohydrate transporter genes, which are belonging to the *clr-2* and *xlr-1* regulons, such as *cdt-1* (NCU00801) and *lat-1* (NCU02188), were also decreased, supporting our hypothesis. 

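Under acute stress, NCU00801 (cdt-1) had log2 ratios of -1.67 (95% interval -1.70 to -1.64, 14373 against 46184 counts) with 5 mM DTT and -3.22 (95% interval -3.26 to -3.17, 4645 against 46184 counts) with 40 μg/mL TM, and NCU02188 (lat-1) -4.34 (95% interval -4.59 to -4.10, 143 against 2930 counts) and -3.76 (95% interval -3.97 to -3.55, 202 against 2930 counts). In edgeR's quasi-likelihood test over the 4 WT libraries, the log2 fold change for 5 mM DTT was -1.04 (standard error 0.54, adjusted p = 0.22) for cdt-1 and -3.33 (standard error 0.60, adjusted p = 0.024) for lat-1, so lat-1 passed an adjusted p of 0.05 and cdt-1 did not. Modelled with the read type as a block (correlation of deviations 0.643 within a read type), edgeR's values were -1.10 (adjusted p = 0.074) and -3.51 (adjusted p = 0.004). Both genes moved most with the paired-end pair, to -0.58 for cdt-1 and -2.71 for lat-1. The paper counts the fall of these transporter genes of the clr-2 and xlr-1 regulons in favour of its hypothesis on RESS.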

It was intriguing to find that the transcription level of another key regulator, cellulose degradation regulator 1 (CLR-1), was not significantly down-regulated in the RESS condition (Additional file 4: Figure S8). 

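NCU07705 (clr-1) had log2 ratios of 0.96 (95% interval 0.92 to 1.01, 12420 against 6441 counts) with 5 mM DTT and -0.33 (95% interval -0.39 to -0.28, 4775 against 6441 counts) with 40 μg/mL TM, neither called, beside 0.15 and 0.28 under mild stress. With 2 libraries per condition, edgeR's log2 fold change for 5 mM DTT was 0.94 (standard error 0.46, adjusted p = 0.2), and it was 0.95 (standard error 0.29, adjusted p = 0.04) with the replicate as a block in the model. In edgeR's fit with the block clr-2 had -2.78 (standard error 0.32, adjusted p = 0.0025). The block is the read type, as the paper does not pair libraries across treatments. Deviations of a library from its condition's mean correlated by 0.643 across genes within a read type. The single-pair ratio for 5 mM DTT moved most, to 0.89, in the paired-end pair. The paper sets the absence of a fall in clr-1 apart from the fall of the other key regulators.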

CLR-1 has been shown to be necessary for expression of *clr-2* [33] and is up-regulated when fungal cells are exposed to cellulose, suggesting the expression of *clr-1* may be directly regulated by biopolymer inducers while *clr-2* transcription is not only controlled by CLR-1 but also regulated by some other players in the ER stress response. With the discovery mentioned above, a new model for the lignocellulase induction and synthesis of *N. crassa* is presented (Figure 7).

**Figure 7:**
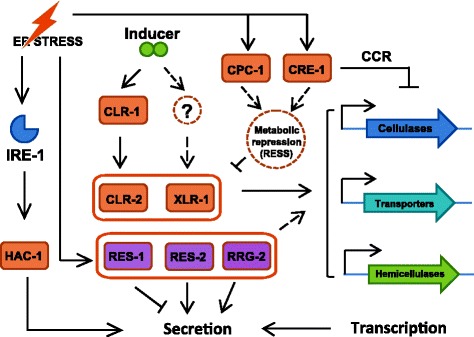
Schematic model illustrating the coordinated action of ER stress and cellulase synthesis. ER stress affects cellulase gene expression and secretion via the core lignocellulase regulators. Acute ER stress specifically down-regulates *clr-2* and *xlr-1* rather than *clr-1* for rapid adjustment of lignocellulase transcript abundance. The CRE-1-mediated CCR pathway activated by ER stress might also contribute to this process. The newly identified regulators RES-1, RES-2, and RRG-2 indirectly affect lignocellulase production. However, enzyme synthesis was increased in *Δres-1* when compared with WT, whereas *Δres-2* and *Δrrg-2* showed repressive effects, suggesting RES-1 likely acts as repressor while RES-2 and RRG-2 act as activators for the synthesis and secretion of extracellular enzymes. The IRE-1/HAC-1-mediated UPR pathway also acts indirectly on lignocellulase production by mainly regulating protein folding, modification (such as glycosylation), and transport. The finding of RESS being independent of UPR pathway, raise the possibility that metabolic repression resulting from ER stress might contribute to this process.

RESS was shown to be activated independently of the IRE-1/HAC-1 mediated UPR pathway in this work (profiling data on Additional file 1: Table S1 p2 and Figure 7). How RESS is triggered by ER stress remains to be elucidated. Notably, a previous study in *T. reesei* demonstrated that the intracellular concentrations of some free amino acids increased upon acute ER stress [44]. Moreover, we found *cre-1* expression levels to be elevated when cells suffered ER stress, suggesting that the intracellular glucose homeostasis may also be perturbed under these conditions. These observations raise the possibility that metabolic repression that results from internal fluctuations of intracellular nutritional cues, such as simple sugars or free amino acids, might have an impact on RESS, although more data need to be acquired to support this hypothesis.

## Conclusions

Here, we deeply investigated the complicated cross-talk between the ER stress response and lignocellulase synthesis in *N. crassa* by combining transcriptional profiling, mutant screening, and a detailed regulatory network analysis. The genome-wide screening uncovered hundreds of genes that might be involved in this pathway, including 100 formerly hypothetical genes. Our data furthermore allowed connecting the function of three novel transcription factors to cellulase expression and the ER stress response, shedding new light on the molecular mechanism of this complicated cross-talk in fungi. Since filamentous fungi are important systems for biotechnological enzyme production, the findings of the present study should have an impact on industrial fungal strain development for both lignocellulase production as well as synthesis of biomass-based chemicals.

## Materials and methods

### Strains

The *N. crassa* strains used in the study were obtained from the Fungal Genetics Stock Center (http://www.fgsc.net/) [59], including the WT strain FGSC#2489 (*Mat A*), FGSC#9720 (*mus-52::bar; his-3, Mat A*), the *cpc-1* mutant (CD15 allele mutation, FGSC#4264) and a set of 526 homokaryotic deletion strains individually knocked-out in non-essential genes encoding proteins playing potential roles in ER stress response. The *hac-1* gene was deleted following standard methods provided by the *Neurospora* Functional Genomics Project (http://www.fgsc.net/ neurosporaprotocols/KO_Protocols.pdf, for details see Additional file 6: Supporting Information), while a homokaryotic *ire-1* KO mutant was generated by a sexual cross of the heterkaryon FGSC#21727 with wild-type strain FGSC#2489.

### Liquid cultures for ER stress stimulation

For strains able to utilize cellulose, such as WT, *Δres-1*, *Δres-2*, and *Δrrg-2*, liquid cultivations were carried out on a defined cellulose medium (1× Vogel’s salts, 1% *w*/*v* crystalline cellulose (Avicel PH-101; Sigma-Aldrich, St. Louis, USA), 0.2% *w*/*v* NH_4_NO_3_) according to published data [60]. Ten-day-old conidia were inoculated into a 50-mL medium at 10^6^ conidia/mL final concentrations and grown at 25°C in constant light and agitation (200 rpm). After 36 h, the cultures were treated with either dithiothreitol (DTT) or tunicamycin (TM) with indicated doses for one more hour to induce ER stress. Since both strains, *Δire-1 and Δhac-1*, are unable to utilize cellulose, both mutants and their parental strains were pre-grown in minimal medium (1× Vogel’s salts, 2% *w*/*v* sucrose) for 16 h, and then young hyphae were harvested and transferred into cellulose medium as mentioned above for another 4 h to induce cellulase gene expression. After that, 5 mM DTT were added into each culture to stimulate ER stress for one more hour.

### ER stress sensitivity screening

Fresh conidia were harvested from 10-day-old slants for each strain and suspended in sterilized water to a final concentration around 3 × 10^5^ per mL. Three microliters of a conidia suspension (approximately 1,000 conidia) were spotted onto modified solid GFS medium [61] (1× Vogel’s salts, 2% *w*/*v* sorbose, 0.05% *w*/*v* glucose, 0.05% *w*/*v* fructose, 1.5% *w*/*v* agar) including the indicated dose of DTT or TM. Colonial growth was performed at 25°C for 3 days. The antibiotic Hygromycin B was added into the medium at a final concentration of 200 μg/mL for all knock-out mutants, while L-histidine was added with a final concentration of 100 μg/mL for *Δhac-1* and FGSC#9720.

### Total RNA extraction and real-time qPCR analysis

Total RNA from frozen samples was isolated using Zirconia/Silica beads (0.5 mm diameter; Biospec Products, Bartlesville, USA) and a Mini-Beadbeater (Biospec Products, Bartlesville, USA) with 1 mL TRIzol reagent (Invitrogen, Grand Island, USA) according to the manufacturer’s protocol. An additional clean-up including the on-column DNase I treatment was performed by using the RNeasy mini kit (QIAGEN, Valencia, USA). For qPCR analysis, reverse transcription was performed using iScript™ cDNA synthesis kit (Bio-Rad, Hercules, USA). The qPCR was performed using iQ™ SYBR Green Supermix (Bio-Rad, Hercules, USA) on the CFX connect™ Real-Time system (Bio-Rad, Hercules, USA). PCR reaction setup was according to the manufacturer’s instructions. The relative transcript level of each gene was calculated by the 2-ΔΔCt (comparative Ct) method. Data were normalized to the endogenous control *actin* (NCU04173) with expression on untreated control as the reference sample.

### RNA sequencing and data analysis

The total RNA of two biological replicate samples was extracted separately, mixed together after measuring the quality of each sample, and used for high-throughput RNA sequencing. The 13 49-nt single-end RNA-seq libraries were generated commercially at Beijing Genomics Institute (BGI, Shenzhen, China) while eight 90-nt paired-end RNA-seq libraries were generated at GENEWIZ (Biotechnology Co. Ltd, Suzhou, China) by using Illumina’s HiSeq™ 2,000 platform (Illumina, San Diego, USA) (see summary of Additional file 1: Table S1 for details). Most of the data in the present study were generated by sequencing only one sample. However, as a reference, we performed parallel sequencing in this study for WT to make sure the sequencing data we got were technically reliable. The data of libraries 01 and 14 (Additional file 1: Table S1) come from biological replicates (WT no drug control), similar as the data from libraries 03 and 15 (Additional file 1: Table S1, WT treated with 5 mM DTT). 

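The no drug WT libraries, with 22452108 single-end reads and 7454015 read pairs on genes, had a Pearson r of 0.903 and a Spearman rho of 0.837 of log2(RPKM + 1) across the 3823 genes with an RPKM of at least 20 in either. For the WT libraries with 5 mM DTT, with 22216926 reads and 6960289 read pairs, r was 0.759 and rho 0.706 across 3938 genes. Across genes, which are not independent replicates, the log2 ratios of 5 mM DTT to no drug had an r of 0.904 and a rho of 0.897 between the single-end and the paired-end pair over 3985 genes, and differed with a standard deviation of 0.777 and a mean of 0.313. Of the 1808 genes called in the single-end pair, 1468 (81.2%) were called in the same direction in the paired-end pair and 9 in the opposite one, and 1763 (97.5%) had a ratio of the same sign. With no RPKM minimum, an alternative chosen after seeing the data, the r between libraries rose to 0.970 without drug and 0.933 with 5 mM DTT. Fitted together, the 4 libraries gave 1394 genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test (715 up and 679 down of 8233 tested). With the replicate as a block in the model, which raised the count most, there were 3589. The deviations of a library from its condition's mean correlated by 0.643 across 4730 genes within a read type. The value between read types, -0.643, is fixed by the first, as each condition holds a single pair of libraries. The paper names the replicates of each condition and does not pair them across treatments, so the block is the read type.

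**Figure D2:**
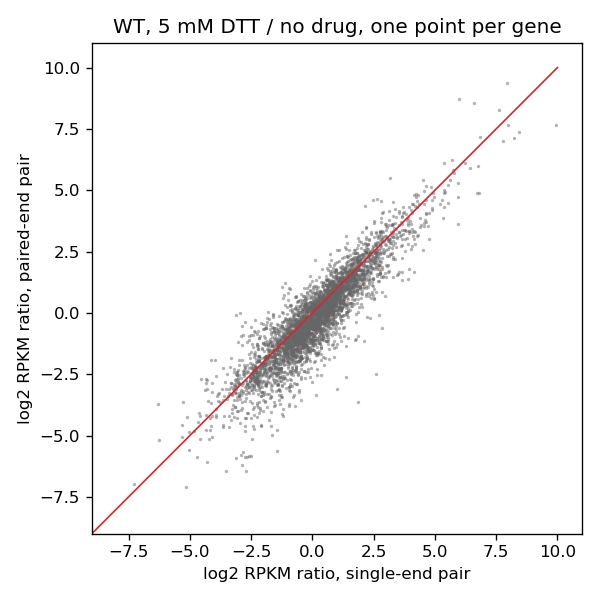
Log2 RPKM ratio of 5 mM DTT to no drug in the single-end WT pair (horizontal axis) and in the paired-end WT pair (vertical axis), with a point for each of 3985 genes above the RPKM minimum in both pairs. The line marks equal ratios, and the points spread around it with a standard deviation of 0.777 in the difference.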

The correlations between the two RNA-seq replicate data were analyzed and are shown in Additional file 4: Figure S9.

The sequencing data are deposited in the Gene Expression Omnibus database (GEO, http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE61949. Filtered clean eads were then aligned to the latest *N. crassa* OR74A genome (version 12) [62] (http://www.broadinstitute.org/annotation/genome/neurospora/MultiHome.html) with splicing-aware aligner TopHat2 (version 2.0.12) [63]. Abundance for each transcript was calculated using the reads per kilobase per million (RPKM) [64]. Genes with altered expression was performed by using R package NOISeq (version 2.6.0) [65] (*Q* value ≥0.95 or 0.90 used as threshold for single-end or paired-end libraries, respectively, which approximately corresponds to a |log_2_ ratio| ≥1). 

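In the single-end comparisons the smallest absolute log2 ratio of a called gene was 1.09 with 0.1 mM DTT, 1.08 with 5 μg/mL TM, 1.11 with 5 mM DTT and 1.10 with 40 μg/mL TM, so that 0 called genes lay under 1. In the opposite direction, 166 genes with 5 μg/mL TM, 215 with 5 mM DTT and 217 with 40 μg/mL TM above the RPKM minimum had an absolute log2 ratio of at least 1 and were not called. In the paired-end comparisons, 46 of the 2563 genes called in WT with 5 mM DTT had an absolute log2 ratio under 1, and the smallest was 0.936. Exchanging the thresholds, 0.90 for single-end and 0.95 for paired-end libraries, gave 1889 altered genes with 0.1 mM DTT and 1763 in the paired-end WT pair, and the edgeR exact test, which moved both most, gave 62 and 599. The paper equates its thresholds with an absolute log2 ratio of about 1.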

To discover significantly expression changes between the conditions tested, only the genes with relative high transcriptional abundance (RPKM values above 20 or 15 in at least one condition for single-end or paired-end libraries, respectively [66]) were deemed as positives and went into further analysis. MIPS FunCat online tools (http://mips.helmholtz-muenchen.de/funcatDB/) were used to functional classification of genes with altered expression. Meanwhile, manual annotation was assigned to these genes by referring to Blast hits and Pfam domain annotation (Broad version 7) to prove or verify FunCat results (for detail, see Additional file 6: Supporting Information).

### Growth, lignocellulase secretion, and enzyme activity assays

Liquid cultures for cellulase production were carried out either in cellulose medium with rich nitrogen source (1× Vogel’s salts, 2% *w*/*v* Avicel, 0.75% *w*/*v* yeast extract) or poor nitrogen source (1× Vogel’s salts, 2% *w*/*v* Avicel). The 10-day-old conidia of tested strains were inoculated into 100 mL liquid media at 10^6^ conidia/mL final concentration and grown at 25°C in constant light and shaking (200 rpm) over the course of 7 days. Since the deletion strain from the TF NCU03043 had severe defects in conidiation, young hyphae were pre-grown in minimal medium for 24 h to accumulate biomass, which was then shifted into rich/poor nitrogen source medium and fermented for 6 days to produce lignocellulases. For switching experiments with the hyper- or hypo-secretion mutants (such as Δ*res-1*, Δ*res-2*, and Δ*rrg-2*), 10-day-old conidia were inoculated into 100 mL minimal medium at 10^6^ conidia/mL final concentration and grown at 25°C in constant light and agitation (200 rpm). After 16 h, young hyphae were harvested and transferred into cellulose medium with rich nitrogen source for the indicated times to produce cellulases. Relative enzyme activity of culture supernatants was assayed with Remazol brilliant Blue R-conjugated CMC kits (Megazyme, Wicklow, Ireland). The amount of secreted protein was determined using the Bradford protein assay (Bio-Rad, Hercules, USA). For protein gel electrophoresis, 4-μl unconcentrated culture supernatants were loaded on SDS-PAGE (Novex® NuPAGE® Pre-cast Protein Gels, Thermo fisher scientific, Waltham, USA). Directly measuring the dry weight of fungal biomass was replaced by measuring the total protein content in order to mitigate the interference of Avicel on the test. Assays were performed as previously described [67]. To check the actual protein loading of the secretory pathway of certain mutants (for example, Δ*hac-1*, Δ*ire-1*, Δ*res-1*, Δ*res-2*, and Δ*rrg-2*), total protein from the same amount of biomass for each strain grown on sucrose or Avicel were extracted as previously described [67]. Unconcentrated extractions (4 μl) for each sample were loaded on SDS-PAGE.

### Microscopy and image processing

The growth phenotype of Δ*ire-1*/Δ*hac-1* as well as their parental strains was monitored by inoculating around 1,000 conidia for each strain into the center of petri dishes containing minimal medium and growth for 3 days. For recording conidial and mycelial differential interference contrast (DIC) images, cultures were performed in liquid minimal medium and samples collected at indicated time points. DIC images were recorded by using an Olympus BX51 Microscope (Olympus, Tokyo, Japan). Image Pro Plus (v6.0) was used for image processing.

### Statistical significance tests and data plotting

Unless otherwise noted, all experiments were performed in triplicate and statistical tests for significance determined via one-way ANOVA by using R (version 3.1.1). R Packages include pheatmap (version 0.7.7) [68], ggplot2 (version 0.9.3.1) [69], VennDiagram (version 1.6.9) [70], and phenotypicForest (version 0.2) [71] used to data plotting.

## Additional files

Additional file 1: Table S1. RNA-seq read profiles mapped to the genome of *N. crassa*. Additional file 2: Table S2. Differential expression analysis. Additional file 3: Table S3. Functional groups of genes with altered expression in response to ER stress with different stress intensities. Additional file 4: Figures S1-S9. Supplementary figures referred to in the main text. Additional file 5: Table S4. Phenotypical screen of 527 ESRT KO mutants under DTT-induced ER stress. Additional file 6:
**Supporting information.** Additional methods referred to in the main text. Additional file 7: Table S5. Genes regulated by either IRE-1 or HAC-1 in *N. crassa.*
Additional file 8: Table S6. TFs associated with ER stress response and cellulase synthesis in *N. crassa.*
Additional file 9: Table S7. Genes regulated by the TFs RES-1, RES-2, or RRG-2 in *N. crassa*.

## Abbreviations

Bp: base pair
*clr-1*/*clr-2*: cellulose degradation regulator 1/2
*cpc-1*: cross pathway control protein 1
ER: endoplasmic reticulum
ESRTs: ER stress response targets
*hac-1*: homologous to ATF/CREB1
*ire-1*: inositol-requiring enzyme-1
Nt: nucleotide
ORF: open reading frame
*res-1/res-2*: regulator for ER stress response 1/2
RESS: repression under secretion stress
RPKM: reads per kilobase per million
*rrg-2*: response regulator 2
TF: transcription factor
UPR: unfolded protein response
*xlr-1*: xylan degradation regulator 1

# Supplementary material for: Genome-wide analysis of the endoplasmic reticulum stress response during lignocellulase production in Neurospora crassa
**Source:** Biotechnol Biofuels. 2015 Apr 14;8:66. doi: 10.1186/s13068-015-0248-5
**Supplement:** Additional file 5: Table S4. — Phenotypical screen of 527 ESRT KO mutants under DTT-induced ER stress.

## Mild Stress Specific Targets

## ER Stress Core Targets

# Acute Stress Specific Targets

# Supplementary material for: Genome-wide analysis of the endoplasmic reticulum stress response during lignocellulase production in Neurospora crassa
**Source:** Biotechnol Biofuels. 2015 Apr 14;8:66. doi: 10.1186/s13068-015-0248-5
**Supplement:** Additional file 6: — Supporting information. Additional methods referred to in the main text.

**Additional methods referred to in the main text.**

**Genome-wide analysis of the endoplasmic reticulum stress response during lignocellulase production in *Neurospora crassa***

Feiyu Fan, Guoli Ma, Jingen Li, Qian Liu, J. Philipp Benz, Chaoguang Tian and Yanhe Ma

**1 - Generation of an *N.crassa* *hac-1* deletion strain**

The *hac-1* gene (NCU01856) was deleted following the standard methods provided by the *Neurospora* Functional Genomics Project (<http://www.fgsc.net/ neurosporaprotocols/KO Protocols.pdf>). In order to facilitate genetic assays using the *his-3* locus in future, FGSC9720 instead of FGSC2489 was used as parental strain for *hac-1* deletionin this study. The *hac-1* open reading frame including promoter region (~1.5kb) was replaced by the *hph* (hygromycin B phosphotransferase) marker gene. Successful transformation was confirmed by PCR and Southern blot. For PCR analysis, two PCRs were performed to test whether homologous recombination had occurred as expected (Additional file 8: Figure S3B, D).For Southern blot, genomic DNA was digested with *BglII*, separated by electrophoresis, and transferred to a nylon membrane. The 3’ flanking sequence (left-arm) was subsequently used as a probe (additional file 8: Figure S3B, C). Labeling and visualization were performed using the CDP-Star AlkPhos Direct Labelling Kit following the manufacturer's instructions (GE Healthcare Ltd.).

**2 - Analysis of *hac-1* non-canonical splicing by semi-quantitative RT-PCR**

To amplify *hac-1* splice versions, one microgram of total RNA was reverse-transcribed with iScriptTM cDNA synthesis kit (Bio-Rad) and used as PCR templates. The primers used to distinguish *hac-1* splice versions are listed below. PCR products were separated on 2 % agarose gel. The endogenous control *actin* (NCU04173) was used as a loading control. The product sizes representing the *hac-1* spliced and unspliced forms were 201 bp and 224 bp, respectively.

**3 - RNA Sequencing and data analysis**

RNA-seq libraries were generated commercially, and filtered clean reads were aligned to the latest *N.crassa* OR74A genome (version 12) (http://www. broadinstitute.org/annotation/genome/neurospora/MultiHome.html) with splicing aware aligner TopHat2 (version 2.0.12). The annotation file (Broad version 7) was used to improve overall mapping sensitivity and accuracy. Detailed parameters were as follows: no multi-hits (-g 1), minimum anchor length 10 (-a 10), and minimum and maximum intron length of 21 and 4000 bp, respectively. The aligned reads stored in the SAM format file and the raw counts for reads mapping to unique exons were then tallied with HTSeq-count scripts (0.6.0) in intersection-nonempty resolution mode [1] (for paired-end libraries, reads pair counted). After mapping, abundance for each transcript was calculated using the Reads Per Kilobase per Million (RPKM) measure.

Genes with altered expression was determined using R package NOISeq (version 2.6.0) [2, 3]. The extent of gene differential expression was denoted by the”probability of differential expression (q value)” feature which is expressed as a value between 0 and 1. We manually set q value ≥0.95 for single-end libraries and q value ≥0.90 for paired-end libraries as a threshold to select significant expression changes genes, which approximately corresponds to a |log2 ratio|≥1. In order to avoid false positives caused by low-abundance transcripts, genes with expression levels of less than 20 RPKM (single-end) and 15 RPKM (paired-end) [4] were removed.

To reveal potential functional roles of the genes with expression changes, MIPS FunCat online tools (<http://mips.helmholtz-muenchen.de/funcatDB/>) were used to annotate them , and enriched functional categories (P value < 0.01 ) were highlighted. To prove or verify FunCat results these genes were furthermore manually annotated by referring to the functional description of matched orthologues in other model organisms. Homologs of *N.crassa* proteins were identified by using localized Blastp (version Blast + 2.2.28, with e-value < 10-5 as cut-off) for each of the following five most intensively studied model organisms: *Saccharomyces cerevisiae* (strain S288C, [http://www.yeastgenome.org](http://www.yeastgenome.org/)); *Aspergillus fumigatus* (Af293, http://www.aspgd. org/,); *Arabidopsis thaliana* ([TAIR10](ftp://ftp.arabidopsis.org/home/tair/Proteins/TAIR10_functional_descriptions), <http://www.arabidopsis.org/>); *Drosophila melanogaster* (Release5.53, <http://flybase.org/>) and *Homo sapiens* (GRCh37.73, <http://asia.ensembl.org/Homo_sapiens/Info/Index>). Domain enhanced lookup time accelerated BLAST (DELTA-BLAST) method was applied due to its advantage in detection of remote protein homologs [5]. Functional categories of differentially expressed genes were divided manually by considering Pfam annotation of *N. crassa*(<http://www.broadinstitute.org/annotation/genome/neurospora/MultiHome.html>) and the function description of matched orthologues.

To identify which ESRTs are regulated by IRE-1, HAC-1, RES-1, RES-2 or RRG-2, we mainly focused on acute ER stress considering that cellulase gene expression only displayed an obvious cross-talk with ER stress under acute conditions. Several criteria were used to profile specific regulons: Firstly, candidate genes must be up-regulated upon ER stress in WT; Secondly, up-regulation upon ER stress in the corresponding transcription factor mutant is absent. Thirdly, candidate genes should belong to the pre-defined ER stress response targets (ESRTs). Finally, to minimize false positive targets, the D value (parameter of NOISeq) fold change was used as additional threshold (|D value ratio|≥1) (See Additional file 5: Table S5 and Additional file 7: Table S7).

**[4] Primers used in cloning and qPCR.**

| **Primer name** | **Sequence(5'-3')** | **Application** |
| --- | --- | --- |
| ***grp-78*-QF** | *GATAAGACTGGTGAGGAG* | qPCR |
| ***grp-78*-QR** | *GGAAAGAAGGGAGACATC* | qPCR |
| ***pdi-1*-QF** | *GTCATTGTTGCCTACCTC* | qPCR |
| ***pdi-1*-QR** | *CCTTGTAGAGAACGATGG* | qPCR |
| ***actin*-QF** | *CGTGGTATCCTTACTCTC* | qPCR |
| ***actin*-QR** | *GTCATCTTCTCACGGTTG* | qPCR |
| ***clr-1*-QF** | *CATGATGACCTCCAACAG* | qPCR |
| ***clr-1*-QR** | *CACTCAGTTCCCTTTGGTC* | qPCR |
| ***clr-2*-QF** | *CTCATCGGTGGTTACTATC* | qPCR |
| ***clr-2*-QR** | *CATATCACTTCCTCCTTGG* | qPCR |
| ***xlr-1*_QF** | *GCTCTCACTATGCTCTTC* | qPCR |
| ***xlr-1*_QR** | *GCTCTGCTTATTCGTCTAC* | qPCR |
| ***cbh-1*-QF** | *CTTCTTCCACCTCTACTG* | qPCR |
| ***cbh-1*-QR** | *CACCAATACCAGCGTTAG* | qPCR |
| ***cbh-2*-QF** | *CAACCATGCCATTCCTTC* | qPCR |
| ***cbh-2*-QR** | *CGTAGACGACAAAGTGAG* | qPCR |
| ***lhs-1*-QF** | *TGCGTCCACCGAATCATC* | qPCR |
| ***lhs-1*-QR** | *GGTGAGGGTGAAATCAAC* | qPCR |
| ***ero-1-QF*** | *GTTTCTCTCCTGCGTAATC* | qPCR |
| ***ero-1-QR*** | *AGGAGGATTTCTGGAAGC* | qPCR |
| ***fpr-2-QF*** | *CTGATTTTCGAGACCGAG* | qPCR |
| ***fpr-2-QR*** | *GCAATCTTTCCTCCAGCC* | qPCR |
| ***hac-1-QF*** | *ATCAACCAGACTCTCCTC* | qPCR |
| ***hac-1-QR*** | *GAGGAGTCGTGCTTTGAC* | qPCR |
| ***ire-1-QF*** | *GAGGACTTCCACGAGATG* | qPCR |
| ***ire-1-QR*** | *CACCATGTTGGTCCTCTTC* | qPCR |
| ***cpc-1-QF*** | *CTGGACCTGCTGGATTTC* | qPCR |
| ***cpc-1-QR*** | *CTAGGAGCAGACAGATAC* | qPCR |
| ***hac-1*_intron_F** | *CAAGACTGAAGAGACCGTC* | Validation of *hac-1* non-canonical splicing by RT-PCR |
| ***hac-1*_intron_R** | *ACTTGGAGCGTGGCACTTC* | Validation of hac-1 non-canonical splicing by RT-PCR |
| ***hph*-F** | *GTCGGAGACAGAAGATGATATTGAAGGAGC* | Construction of *hac-1* KO cassette |
| ***hph*-R** | *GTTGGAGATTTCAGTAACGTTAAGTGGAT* | Construction of *hac-1* KO cassette |
| ***hac-1*-KO5F** | *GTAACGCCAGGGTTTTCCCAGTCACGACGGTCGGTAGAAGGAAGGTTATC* | Construction of *hac-1* KO cassette |
| ***hac-1*-KO5R** | *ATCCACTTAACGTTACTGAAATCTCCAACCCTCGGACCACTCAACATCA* | Construction of *hac-1* KO cassette |
| ***hac-1*-KO3F** | *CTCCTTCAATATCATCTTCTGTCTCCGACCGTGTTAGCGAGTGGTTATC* | Construction of *hac-1* KO cassette |
| ***hac-1*-KO3R** | *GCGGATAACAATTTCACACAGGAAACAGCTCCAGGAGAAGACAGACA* | Construction of *hac-1* KO cassette |
| ***ire-1*-orf-F** | *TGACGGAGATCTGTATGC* | Validation of *ire-1* KO mutant by PCR(Primer Set 1) |
| ***ire-1*-orf-R** | *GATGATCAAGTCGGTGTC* | Validation of *ire-1* KO mutant by PCR(Primer Set 1) |
| ***ire-1*-5out-F** | *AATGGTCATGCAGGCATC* | Validation of *ire-1* KO mutant by PCR (Primer Set 2) |
| ***hph*-check-5R** | *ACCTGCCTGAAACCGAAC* | Validation of *ire-1* KO mutant by PCR (Primer Set 2) |
| ***hac-1*-orf-F** | *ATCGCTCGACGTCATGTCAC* | Validation of *hac-1* KO mutant by PCR (Primer Set 1) |
| ***hac-1*-orf-R** | *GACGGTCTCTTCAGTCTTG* | Validation of *hac-1* KO mutant by PCR (Primer Set 1) |
| ***hac-1*-5out-F** | *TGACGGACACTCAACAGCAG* | Validation of *hac-1* KO mutant by PCR (Primer Set 2) |
| ***hph*-check-5R** | *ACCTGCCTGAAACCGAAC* | Validation of *hac-1* KO mutant by PCR (Primer Set 2) |

**References**

1. Anders S, Huber W: **Differential expression analysis for sequence count data.** *Genome Biol* 2010, **11**:R106.
2. Nookaew I, Papini M, Pornputtapong N, Scalcinati G, Fagerberg L, Uhlén M, Nielsen J: **A comprehensive comparison of RNA-Seq-based transcriptome analysis from reads to differential gene expression and cross-comparison with microarrays : a case study in *Saccharomyces cerevisiae*.** *Nucleic Acids Res* 2012, **40**: 10084-10097.
3. Soneson C, Delorenzi M: **A comparison of methods for differential expression analysis of RNA-seq data.** *BMC Bioinformatics* 2013, **14**:91.
4. McIntyre LM, Lopiano KK, Morse AM, Amin V, Oberg AL, Young LJ, Nuzhdin SV: **RNA-seq : technical variability and sampling**. *BMC Genomics* 2011, **12**:293.
5. Boratyn GM, Schäffer AA, Agarwala R, Altschul SF, Lipman DJ, Madden TL: **Domain enhanced lookup time accelerated BLAST**. *Biol Direct* 2012, **7**:12.

How the deposited data were processed for this re-analysis (not part of the article)

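The data are RNA sequencing libraries of N. crassa, 21 in all, each from the mixed RNA of 2 biological replicates. The 13 single-end libraries (49 nt) cover WT direct cultures on Avicel without drug and with 0.1 or 5 mM DTT or 5 or 40 μg/mL TM, and transfer cultures of WT, Δire-1, FGSC9720 and Δhac-1 without drug and with 5 mM DTT. The 8 paired-end libraries (90 nt) cover direct cultures of WT, Δres-1, Δres-2 and Δrrg-2 without drug and with 5 mM DTT. Strain, culture and treatment were taken from the sample labels, the supplementary summary and the paper's methods. WT without drug and WT with 5 mM DTT were sequenced both ways, and the paper calls these libraries biological replicates. Every other condition has 1 library, so its differences have no replicate check.

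For each library the authors deposited a raw count and an RPKM for each of 9730 genes, with the exon length. To obtain the raw count, the authors aligned the filtered reads to the OR74A genome with TopHat2, allowing 1 hit per read, and counted reads (read pairs for paired-end libraries) on exons with HTSeq-count in its intersection-nonempty mode. The authors then divided each count by the exon length and the library's total count to give the RPKM, without a further normalization. Recomputing this value from the deposited counts gave the deposited RPKM of every gene, with a largest deviation of 4.87e-06. Genes with a near-identical copy could not be recognized from the files, which also do not show where reads that fit several places were counted, so counts of such genes are uncertain.

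Total counts were 20849925 to 22452108 in the single-end direct cultures, 20039854 to 20759372 in the transfer cultures and 4878132 to 8124996 read pairs in the paired-end libraries. Intervals on log2 ratios are 95% intervals from the 2 counts (exact binomial), intervals on shares of counts are Wilson intervals, and both hold counting noise only. An absent gene lies below a floor of 3 counts of the total, given with each set of libraries.

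Altered genes were called as in the paper's methods with the NOISeq procedure for data without replicates. NOISeq was not installed, so its published procedure was rewritten in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Each library was resampled into 5 simulated replicates of 20% of its counts with 2% variability, and counts of 0 were set to 0.5. The Q value of a gene is the share of noise points with both a smaller absolute log2 ratio (M) and a smaller absolute RPKM difference (D). M and D were rounded to 2 decimals, as the original code was remembered to do. A gene was altered at a Q value of at least 0.95 and an RPKM of at least 20 in either library (single-end), or at least 0.90 and 15 (paired-end), as the paper states. ESRTs were genes raised by both agents at the same stress level. An ESRT was assigned to a regulator when 5 mM DTT raised it in the parent and not in the mutant and the D values of the 2 strains differed at least 2-fold, a criterion inferred from the order of the supplementary table.

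Before the files arrived, the rewritten procedure was tried on the genes of the first supplementary table that could be read. After they arrived, it was run in 2 versions for 0.1 and 5 mM DTT, with and without simulated pairs that have 0 counts in both, and both were compared with the probabilities in the supplement. The version that keeps these pairs was used, since the design set earlier gives counts of 0 a value of 0.5, and the version without them is reported as an alternative chosen after seeing the data.

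WT with and without 5 mM DTT, with 2 libraries per condition, was tested on the counts with edgeR 4.0.16 (R 4.3.3; TMM, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05). The variation between replicates was taken from the log2 ratios of the single-end and the paired-end pair, whose difference has a standard deviation of 0.777. Overlap of gene sets was tested with Fisher's exact test. FunCat categories were tested one-sided against the members the supplementary tables list, over the categories whose list is complete. The background was all annotated genes, without the RPKM minimum. As the members come from the paper's lists, these tests are not independent of the paper's. The lignocellulase set holds the 61 loci that could be read from Fig. 6A, copied by hand before the files arrived, and TFs are the 266 of the supplementary list.

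The text names every gene that the paper names at the sentence in question, the listed members of the gene groups it names and, for a count of altered genes, at most the 3 with the largest log2 ratio in each direction among those called. In the closing section at most 5 genes are named per pattern, ranked by size.

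The scripts were tested on simulated data drawn from the means and library sizes of the real samples, with 200 genes changed by a known log2 ratio of 2 or 3. The rewritten procedure found 200 of 200 with single-end and 200 of 200 with paired-end settings and called 0 unchanged genes. The simulated data held counting noise only for the rewritten procedure, and variation between libraries (dispersion 0.175) for edgeR. The changed log2 ratio was 2 for the rewritten procedure and 3 for edgeR, so their numbers are not directly comparable. Without variation between cultures, the 0 calls cannot show how the rewritten procedure treats it. Between real WT libraries of one condition it called 313 genes without drug and 712 with 5 mM DTT. At 3, edgeR found 171 with 4 libraries (3 of 8041 unchanged genes called), 185 with the replicate block (6) and, in the exact test of 1 library against 1, 65 (2 of 8959).

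The alternatives exchanged the Q value thresholds between read types, dropped the RPKM minimum, replaced total counts by edgeR's TMM effective library sizes or the size factors of DESeq2 1.42.0, set counts of 0 to 0.1, changed the seed of the simulation, or called genes by an absolute log2 ratio of at least 1. Further ones called genes by edgeR's exact test with the common dispersion of the 4 WT libraries (0.175), used the paired-end libraries for acute DTT, or changed the D value criterion, the ESRT list or the lignocellulase set. For the 4 WT libraries they were the read type as a block (called the replicate block), DESeq2, no low-count filter and each library left out.

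FunCat categories with a list that is cut off in the supplement were not tested. For the sets of regulated ESRTs, the named categories were also tested with members read from the complete lists among all ESRTs, with and without the D value criterion, which was chosen after seeing the data. Correlations across samples were not computed, as no set of like libraries is large enough. Positions within genes, splicing of hac-1 and the places of reads at deleted loci could not be examined from counts per gene. The proteomic, enzyme activity and growth data of the paper are not in the files analysed here.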

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

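Of the ESRTs that 5 mM DTT raised in WT transfer cultures, 8 were called down-regulated in Δire-1, and of those it raised in FGSC9720, 30 were called down-regulated in Δhac-1. They were flagged because the effect of DTT has opposite directions in the parent and in the mutant. With 1 library per strain and treatment the difference itself was not tested. All 8 genes of the first set are also in the second. Ranked by the gap between WT and Δire-1, the log2 ratios in WT, Δire-1, FGSC9720 and Δhac-1 were 2.85, -1.65, 2.96 and -2.24 for NCU03636, 2.82, -1.19, 3.72 and -2.66 for NCU03982 (grp-78), 2.52, -1.35, 3.16 and -1.80 for NCU09223 (pdi-1), 2.20, -1.41, 2.42 and -1.80 for NCU08445 and 1.78, -1.54, 1.35 and -3.01 for NCU02134. The paper reports the loss of induction in these mutants and does not discuss a fall below the level without drug.

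Normalization by total count was tested first, as a shift of all ratios could turn small changes into falls. With TMM effective library sizes there were 26 opposite calls, against 38 with total counts. This is more than the share set beforehand for that explanation. The counts do not show whether the same genes were called. A difference between strains unrelated to the deletions was tested between the 2 parents, where 0 ESRTs had opposite calls in either direction. Variation between libraries of one strain and treatment was judged from the 2 WT pairs of the direct cultures, where 4 ESRTs were up in the single-end and down in the paired-end pair. That is as much as the limit for Δire-1 and less than the limit for Δhac-1, and this prediction was written only after the counts of opposite calls were known. The count alone does not decide whether the calls in Δire-1 exceed variation between libraries. The WT pairs it comes from differ in read type, which the transfer libraries do not. All 8 genes recur in Δhac-1, which has its own libraries, and in each the gap between parent and mutant exceeds the replicate standard deviation of 0.777 in both strain pairs. That value also comes from direct cultures of WT. No biological explanation was tested.

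Reads at a deleted gene were flagged as signal in data the paper does not discuss. In Δres-2 the res-2 gene (NCU02724) kept 15.6% of the WT RPKM without drug (100 against 978 read pairs) and 14.1% with 5 mM DTT (172 against 1711). In Δrrg-2 the rrg-2 gene (NCU02413) kept 26.5% (147 against 598) and 32.9% (485 against 1262). The other deleted genes kept 1.06% and 0.53% in Δire-1, 0.50% and 0.08% in Δhac-1 and 3.04% and 2.71% in Δres-1. At both loci the remaining reads rose with 5 mM DTT, as they did in WT.

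Carry-over of reads between the paired-end libraries would leave a similar share at each deleted locus. The largest mean share, at rrg-2, was 10.3 times the smallest, at res-1, and the share at res-2 was 5.18 times that at res-1, so an even carry-over would not give these values. Reads from parts of the locus that the deletion left in place are another candidate explanation. It would concern the 26.5% left at rrg-2 without drug, but the files give 1 count per gene and no positions, so this was not decided, and it was not tested for res-2. A mixture of mutant and WT nuclei in the mycelium, or mislabelled or mixed material, could not be examined either. All predictions for these loci were written after the values were seen, and no biological explanation was tested.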

How the results depend on the processing

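The thresholds, the gene lists, the main tests and all alternatives were set before the processed files arrived, except where stated. Keeping simulated pairs with 0 counts in both and rounding M and D were not written in that plan. Counts of altered genes, ESRTs and regulons stayed within 1.5 times the main value with another simulation seed, without an RPKM minimum, with an absolute log2 ratio of at least 1 in place of the Q value, and, for regulons, with the supplementary ESRT list. The same holds for simulated pairs with 0 counts in both left out, an alternative chosen after seeing the data, for the ratio of D values taken as at least 1, and for the paired-end libraries as acute DTT. Counts of altered genes, of all ESRTs and of TFs also stayed within this range with TMM effective library sizes and with DESeq2 size factors, and the edgeR count over 4 libraries did without a low-count filter. The ESRTs up under mild stress only did not, and fell from 277 to 137 with TMM and 134 with DESeq2 size factors. For single genes, all fold values and most log2 ratios stayed within the replicate standard deviation of 0.550.

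Setting counts of 0 to 0.1 widens the simulated noise of genes with few counts, which could explain the lower counts under this alternative. Altered genes fell to 591, 623, 900 and 834 in WT with 0.1 mM DTT, 5 μg/mL TM, 5 mM DTT and 40 μg/mL TM. In transfer cultures with 5 mM DTT they fell to 1124 in WT, 610 in Δire-1, 1225 in FGSC9720 and 1060 in Δhac-1, and without drug to 264 between Δire-1 and WT and 85 between Δhac-1 and FGSC9720. ESRTs numbered 325, genes down under both agents 307, lignocellulase loci down 12 and TFs up 11, and the IRE-1, HAC-1, RES-1, RES-2 and RRG-2 sets 116, 104, 29, 44 and 38.

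The edgeR exact test uses the common dispersion of the 4 WT libraries (biological coefficient of variation 0.419), which includes the difference between read types. That could make it stricter than variation between like libraries would. In the order used so far it called 62, 59, 394 and 314 genes, then 421, 79, 664 and 295, then 43 and 11. In the paired-end libraries it called 599 in WT, 549 in Δres-1, 162 in Δres-2 and 462 in Δrrg-2 with 5 mM DTT, and without drug 49, 23 and 21 for the 3 mutants against WT. It left 66 ESRTs, 53 genes down under both agents, 2 lignocellulase loci, 3 TFs up and 2 down, and 29, 23, 8, 14 and 4 genes in the 5 regulator sets.

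With the Q value thresholds exchanged (0.90 single-end, 0.95 paired-end), altered genes rose to 1769 in Δire-1 with 5 mM DTT, 928 between Δire-1 and WT and 473 between Δhac-1 and FGSC9720. They fell to 1347 in Δres-1 and 878 in Δres-2 with 5 mM DTT and to 675, 396 and 165 in Δres-1, Δres-2 and Δrrg-2 against WT. TMM effective library sizes left 38, 62 and 51 genes in the RES-1, RES-2 and RRG-2 sets and DESeq2 size factors 35, 61 and 49, as they shift all log2 ratios of a library pair. Without the D value criterion the RES-1 set held 121 and the RES-2 set 163.

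The median log2 ratios of the lignocellulase loci were compared with the standard deviation of 0.122 between the 2 WT pairs. For Δire-1 against WT without drug the median was -1.22 with TMM, -1.23 with DESeq2 size factors, -1.13 without cluster C and -1.24 above the RPKM minimum. For Δhac-1 against FGSC9720 it was 0.027 with DESeq2 size factors and 0.33 without cluster C. With 5 mM DTT, TMM and DESeq2 gave -2.004 and -1.99 in WT, -0.96 and -0.95 in Δire-1, -1.77 and -1.73 in FGSC9720 and -1.82 and -1.81 in Δhac-1 transfer cultures. In paired-end libraries they gave -2.23 and -2.20 in Δres-1, -1.27 and -1.26 in Δres-2 and -2.14 and -2.12 in Δrrg-2.

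Leaving out cluster C or the loci below the RPKM minimum drops genes of other function or of low abundance, whose smaller ratios could explain the deeper medians. They were -2.56 and -2.84 in the single-end WT pair, -2.74 and -2.67 in the paired-end WT pair and -3.08 and -3.08 in Δrrg-2. In transfer cultures they were -2.77 and -3.31 in WT, -1.54 and -1.71 in Δire-1, -2.79 and -2.90 in FGSC9720 and -2.51 and -2.68 in Δhac-1. The medians under mild stress, 0.09 with 0.1 mM DTT and 0.38 with 5 μg/mL TM, changed sign: to -0.203 with TMM, -0.191 with DESeq2 size factors, -0.0997 without cluster C and -0.132 above the minimum for DTT, and to -0.0098 and -0.0166 with TMM and DESeq2 size factors for TM. Their direction is therefore not settled.

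Over the 4 WT libraries, edgeR's quasi-likelihood test called 1394 genes. With the replicate block it called 3589, perhaps because the block takes up the difference between read types. Deviations correlated by 0.643 within a read type, which is what the block holds, as the paper pairs no libraries across treatments. DESeq2 called 2297, and the 4 fits that each left out 1 library from 255 to 3027, where a condition with 1 library adds nothing to the estimate of spread. Of the 10 of 19 named genes that passed, cbh-1 lost an edgeR adjusted p under 0.05 in all 4 of these fits, cpc-1 in 3, NCU09333 in 2 and clr-2 and NCU04058 in 1 each. The fold change of res-1, 0.15 in the main fit, ran from -0.017 to 0.34 across the 4 fits that each left out 1 library. With the block, 6 more named genes passed.

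Between the replicates of one condition, thresholds of 0.90 and RPKM 15 called 685 genes without drug and 1388 with 5 mM DTT. Acute DTT calls were found again in 67.0% of cases with 0.95 and RPKM 20 for both pairs and in 97.5% by direction alone, against 81.2% in the main setting. The log2 ratio of NCU02202 (ire-1) under 5 mM DTT was -0.65 in the single-end and 0.65 in the paired-end pair.

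Of the rows for results that answer no comparison by themselves, 121 moved, 13 passed a threshold they had missed, 11 missed one they had passed, 8 changed sign and 686 stayed. The percent of altered genes that are up-regulated changed with TMM. For example, it fell from 52.7 to 35.3 with 0.1 mM DTT and from 56.4 to 32.1 with 5 μg/mL TM. It rose from 37.6 to 61.4 in FGSC9720 and fell from 73.2 to 47.7 between Δire-1 and WT. In transfer cultures with 5 mM DTT this percent rose from 45.3 to 59.6 in Δire-1 and from 44.6 to 59.6 in Δhac-1. In paired-end libraries with 5 mM DTT the rise was from 42.8 to 59.6 in Δres-1 and from 42.1 to 62.4 in Δres-2. In Δrrg-2 it was from 37.7 to 58.2. FunCat counts were recomputed only for regulated ESRTs, with members read from the list of all ESRTs, an alternative chosen after seeing the data. With the D value criterion they stayed within 1.5 times, and without it cellular export rose from 3 to 7 and cellular import from 2 to 11 genes among the RES-2-regulated ESRTs. Depth limits genes of low abundance in the paired-end libraries, where 3 counts are up to 6.15e-05% of a library, and the single library per condition limits every comparison except that of WT with 5 mM DTT.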

Differences from the paper's values

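The counts of altered genes, ESRTs and regulated ESRTs and the folds that the paper states lie within 1.5 times the paper's value with the main settings, whereas 2 category counts for RES-2 do not. The number of RES-2-regulated ESRTs, 105 here against the paper's 118, is the furthest of the counts of regulated ESRTs.

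The paper holds that lignocellulase genes are induced to a similar level in Δire-1 and its parent. Here the median log2 ratio of Δire-1 to WT over the 61 loci was -0.86, with 27 loci called down-regulated and 4 up-regulated, and the loci held 10.8% of the counts in Δire-1 and 23.8% in WT. None of the alternatives set before the files arrived brought the median nearer to 0: it was -1.22 with TMM, -1.23 with DESeq2 size factors, -1.13 without cluster C and -1.24 above the RPKM minimum. For Δhac-1 and its parent the median was 0.15. The parents differed too, at 23.8% of the counts in WT and 13.2% in FGSC9720, which also differs in strain and medium. All alternatives keep the same WT library, so they cannot tell a low level in Δire-1 from a high one in WT. The libraries are all from Avicel, so levels and not induction were compared.

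The paper lists NCU04192 among the RES-2-regulated ESRTs. Here it was called up-regulated with 5 mM DTT in WT, at a log2 ratio of 1.87, and in Δres-2, at 1.09, and so it was not assigned to RES-2. Of the 118 genes in the paper's list, 73 were in the set here. Without the D value criterion the set held 163 genes and covered 114 of the list. When the absolute ratio of the D values had to be at least 1, it held 148 and covered 102.

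The paper names enzyme inhibitors, cellular export and cellular import as categories overrepresented among the RES-2-regulated ESRTs. Here these held 3, 3 and 2 genes, against the paper's 4, 7 and 9. Export and import differ by more than 1.5 times. One-sided Fisher's exact tests gave p = 0.03, 0.33 and 0.79, with an adjusted p of 1 for each. These members come from the paper's RES-2 list, so the genes outside that list could not score. No alternative was set for category counts before the files arrived. Chosen after seeing the data, members read from the paper's list of all ESRTs gave the same counts and p-values, with 3, 3 and 2 genes. With that list and without the D value criterion they were 4, 7 and 11, within 1.5 times the paper's counts, with p = 0.021, 0.038 and 0.0057.

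In Fig. 6A, 61 loci could be read, fewer than its legend states.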

Other observations

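The share of up-regulated genes among altered genes depends on the normalization in several comparisons. In FGSC9720 with 5 mM DTT it was 37.6% with total counts and 61.4% with TMM, and between Δire-1 and WT without drug 73.2% and 47.7%. A few genes that take most of the counts could explain this. The genes of highest count and the lignocellulase loci were therefore left out of the totals. In FGSC9720, leaving out 90 genes gave 34.4%, further from the TMM value, so leading genes did not account for it. For Δire-1 against WT, 76 genes that held 19.3% of the counts in Δire-1 and 32.6% in WT were left out. This gave 56.0%, most of the way to the TMM value, and the explanation remains for this comparison. No biological explanation was tested.

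The paper's RES-2 list shares fewer genes with the set derived here than the other lists do. A candidate explanation is that the D value ratios of the supplementary RES-2 table are not those of the WT and Δres-2 libraries. Of the 1999 genes listed there at or above the criterion, 52.8% met it in these libraries, against 100% for RES-1 and 100% for RRG-2, and 49.6% of all genes met it. Spearman's rho between the listed order and the ratio computed here was 0.084 in size for RES-2 and 1 for each of the others, across genes. This prediction was written after the overlap of the lists was seen. The libraries from which the RES-2 ratios were computed are not known from the files.

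Under mild stress the log2 ratios with DTT and TM correlate across genes with a Pearson r of 0.855, and both divide by the same no drug library. With the paired-end no drug library as the control of 0.1 mM DTT the r was 0.643, in a test chosen after seeing the data. That library also differs in read type, which could lower the r by itself, so the share due to the common control was not separated from a common response to the agents.

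The criterion called 313 genes between the WT libraries without drug and 712 between those with 5 mM DTT, which differ in culture and read type. Gene length bias between read types was tested with Spearman's rho across genes of the log2 ratio and exon length, which was -0.194 without drug and -0.213 with 5 mM DTT, both below the size of 0.3 set beforehand. Low abundance was tested with the median RPKM of the called genes, 79.3 without drug and 80.8 with 5 mM DTT. All genes above the minimum had 48.4 and 53.3. A call needs a large absolute RPKM difference, which favours abundant genes, so these medians cannot decide whether low abundance contributed. Differences between cultures and between sequencing runs coincide in these libraries. They remain as explanations, and low abundance was not excluded.

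Without drug and with 5 mM DTT, the RPKM of res-2 (NCU02724) was 38.0 and 71.3 in WT and 12.4 and 20.7 in Δres-1. That of res-1 (NCU03699) was 38.4 and 35.6 in WT and 107.4 and 73.3 in Δres-2. Each value is from 1 library.

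Some genes had extreme log2 ratios against WT without drug in all 3 TF mutants. In the order Δres-1, Δres-2 and Δrrg-2 the ratios were -14.79, -14.76 and -12.68 for NCU02500, 9.75, 11.77 and 10.70 for NCU16992, -9.61, -9.58 and -10.09 for NCU01958 and 9.22, 9.89 and 8.75 for NCU05758. The ratio of NCU02500 was -9.11 in Δire-1 against WT. All 3 mutants were compared with the same WT library, and no explanation was tested. A difference that recurs in all 3 mutants is not specific to any single deleted gene. Whether the mutants differ from this WT in more than the deleted gene was not examined.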
